# *ATR* is a MYB regulated gene and potential therapeutic target in adenoid cystic carcinoma

**DOI:** 10.1038/s41389-020-0194-3

**Published:** 2020-01-30

**Authors:** Mattias K. Andersson, Giovanna Mangiapane, Paloma Tejera Nevado, Alexia Tsakaneli, Therese Carlsson, Gabriele Corda, Valentina Nieddu, Carla Abrahamian, Olesya Chayka, Lilam Rai, Michael Wick, Amanda Kedaigle, Göran Stenman, Arturo Sala

**Keywords:** Head and neck cancer, Checkpoint signalling

## Abstract

Adenoid cystic carcinoma (ACC) is a rare cancer that preferentially occurs in the head and neck, breast, as well as in other sites. It is an aggressive cancer with high rates of recurrence and distant metastasis. Patients with advanced disease are generally incurable due to the lack of effective systemic therapies. Activation of the master transcriptional regulator MYB is the genomic hallmark of ACC. *MYB* activation occurs through chromosomal translocation, copy number gain or enhancer hijacking, and is the key driving event in the pathogenesis of ACC. However, the functional consequences of alternative mechanisms of *MYB* activation are still uncertain. Here, we show that overexpression of MYB or MYB-NFIB fusions leads to transformation of human glandular epithelial cells in vitro and results in analogous cellular and molecular consequences. MYB and MYB-NFIB expression led to increased cell proliferation and upregulation of genes involved in cell cycle control, DNA replication, and DNA repair. Notably, we identified the DNA-damage sensor kinase ATR, as a MYB downstream therapeutic target that is overexpressed in primary ACCs and ACC patient-derived xenografts (PDXs). Treatment with the clinical ATR kinase inhibitor VX-970 induced apoptosis in MYB-positive ACC cells and growth inhibition in ACC PDXs. To our knowledge, ATR is the first example of an actionable target downstream of MYB that could be further exploited for therapeutic opportunities in ACC patients. Our findings may also have implications for other types of neoplasms with activation of the *MYB* oncogene.

## Introduction

Adenoid cystic carcinoma (ACC) is a clinically challenging tumor that preferentially occurs in the salivary glands but may also arise in other exocrine glands such as those of the breast, prostate, skin, sinonasal tract, tracheobronchial tree, and female genital tract^1^. ACC can occur in all age groups but is commonly diagnosed between 50 and 60 years of age^2^. It is usually a slow growing but aggressive cancer with an often protracted clinical course and a fatal outcome. ACCs are treated with surgery and adjuvant radiotherapy. However, the majority of patients develop recurrences and/or distant metastases over time and, since there are no effective systemic therapies available for ACC, patients with advanced disease are generally incurable^3,4^. The genomic hallmark of ACC is a recurrent t(6;9)(q23;p23) translocation^5^ that results in a fusion between the *MYB* and *NFIB* genes^6^.

MYB is an oncogenic transcription factor that regulates proliferation and differentiation of in particular hematopoetic and colonic stem and progenitor cells^7^. NFIB is a transcriptional regulator that controls cell division, differentiation, and viability^8^. In the MYB-NFIB fusions, the DNA-binding and transactivation domains of MYB are fused to the C-terminal of NFIB, often encoded only by the last exon, leading to overexpression of MYB and loss of negative regulatory elements in the C-terminal part of MYB^6^. In addition to gene fusion, *MYB* may be activated by copy number gain or juxtaposition of enhancer elements from *NFIB*, *RAD51B* or *TGFBR3*^9,10^. These rearrangements result in overexpression of a normal wild-type MYB protein, whereas the fusion events commonly result in expression of truncated MYB proteins. In a subset of ACCs, *MYB* is replaced by the closely related *MYBL1* gene linked to *NFIB*, or other fusion partners, resulting in gene fusions likely to have the same oncogenic properties as the MYB fusions^11,12^. MYB activation occurs in the vast majority of ACCs and is therefore considered to be the main oncogenic driver of the disease and a potential therapeutic target^1^. MYB overexpression is also a useful diagnostic biomarker to distinguish ACC from other types of salivary gland tumors^13^. The concept that MYB is a key driver of ACC is corroborated by whole-exome sequencing and arrayCGH studies of salivary and breast ACCs showing that ACC generally has a stable genome with few other mutations and copy number alterations^9,14,15^. Moreover, recent studies have demonstrated that knockdown of *MYB-NFIB* expression in cultured, fusion-positive ACC cells results in reduced cell proliferation and decreased ACC spherogenesis under anchorage-independent growth conditions^16^.

Although there is substantial evidence indicating a key role for MYB in ACC pathogenesis, experimental evidence demonstrating that MYB can transform normal human glandular epithelial cells is lacking. Moreover, since ACC cells are exceedingly difficult to grow in culture, preclinical therapeutic target discovery downstream of MYB is severely hampered by the lack of established cell lines^16,17^. Here, we investigate the transforming potential and molecular consequences of MYB and MYB-NFIB overexpression in human mammary epithelial cells and cultured ACC cells. We identify the DNA-damage sensor kinase ATR as a MYB downstream therapeutic target that is overexpressed in ACC and show that treatment with a phase 2 ATR kinase inhibitor induce apoptosis in MYB-positive ACC cells and growth inhibition in ACC patient-derived xenografts (PDXs).

## Results

### MYB and MYB-NFIB overexpression promote proliferation of human breast epithelial cells

To study the transforming potential of MYB and MYB-NFIB in non-tumorigenic glandular epithelial cells, we generated stable MCF10A cell lines overexpressing wild-type *MYB* or two common variants of the *MYB-NFIB* fusion (M14N8C and M14N9). Ectopic expression of the different MYB isoforms was confirmed by immunoblot analysis (Supplementary Fig. 1). MYB and MYB-NFIB overexpressing cells showed similar levels of increased proliferation compared with cells infected with empty vectors (Fig. 1a). To study whether this effect was MYB-dependent, we treated the cells with naphthol phosphate (NAS), an inhibitor of the interaction of MYB and CREB, with the kix-domain of the CBP co-activator^18,19^. NAS treatment reduced proliferation of MYB and MYB-NFIB overexpressing cells whereas it did not significantly affect the control cells (Fig. 1b). This indicates that the increased proliferation is driven by MYB or MYB-NFIB overexpression and is not a consequence of clonal selection of the transduced cells.

**Fig. 1:**
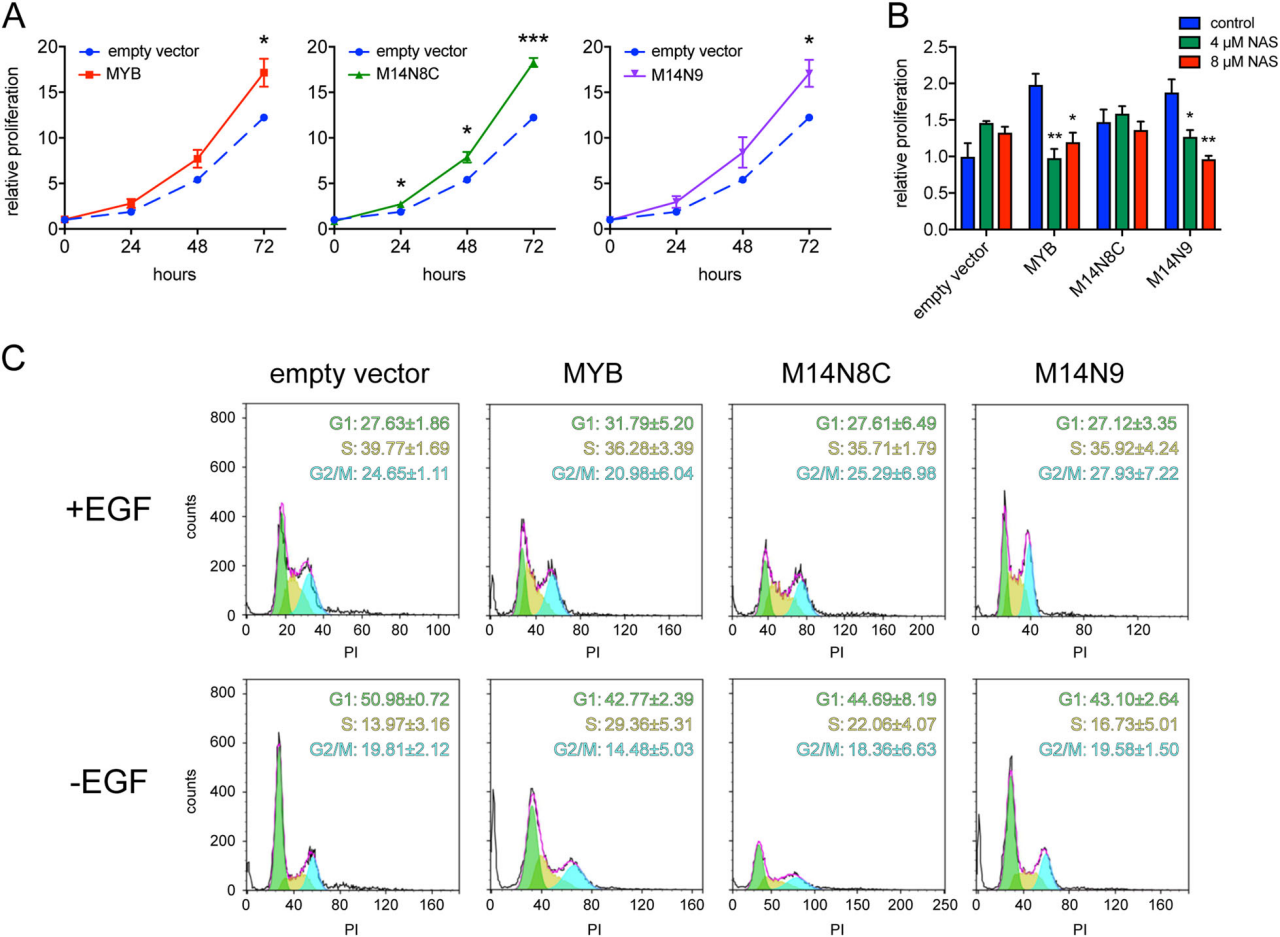
Overexpression of MYB or MYB-NFIB fusions promote growth of cultured human breast epithelial cells. **a** Analysis of proliferation of MCF10A cells transduced with retroviral expression vectors with *MYB* or two *MYB-NFIB* fusion variants (M14N8C and M14N9) using the MTT assay. Cells transduced with empty vectors served as control. Error bars indicate standard error of the mean for triplicate wells (*n* = 3). **b** MCF10A cells transduced with *MYB* or *MYB-NFIB* constructs were cultured for 48 h in the presence or absence of the MYB inhibitor Naphthol AS phosphate. Error bars indicate standard error of the mean for triplicate wells (*n* = 3). **c** Cell cycle profiles of transduced MCF10A cells in the presence or absence of EGF for 48 h. NAS – Naphthol AS phosphate, PI – propidium iodide. Asterisks indicate statistical significance with *P *<* 0.05; **P < 0.01; ***P < 0.001.

### MYB and MYB-NFIB promote EGF-independent cell cycle progression and three-dimensional growth of human breast epithelial cells

To study whether MYB proteins promote cell cycle progression, we cultured the transduced cells in the presence or absence of EGF for 48 h following staining with propidium iodide. As expected, flow cytometric analysis showed a major change in cell cycle profiles in the absence of EGF, with a larger fraction of cells residing in the G1 phase of the cell cycle. However, under the same conditions, MYB and MYB-NFIB overexpressing cells were more abundant in the S-phase with less cells residing in G1 compared with the control cells (Fig. 1c). These results show that MYB oncoproteins promote cell cycle progression also in glandular epithelial cells. MYB and MYB-NFIB overexpressing MCF10A cells also formed significantly larger (MYB: *P* = 0.009; M14N8C: *P* = 0.0057; M14N9: *P* = 0.0193) organoids when grown in the absence of EGF in three-dimensional cultures (Fig. 2a, b). Next, we investigated whether MYB and MYB-NFIB overexpressing MCF10A cells were tumorigenic by injecting them into the flank of immunodeficient mice. No tumors were detected after a latency period of 5 months, indicating that stable MYB or MYB-NFIB overexpression is not sufficient for tumor formation of MCF10A cells (data not shown).

**Fig. 2:**
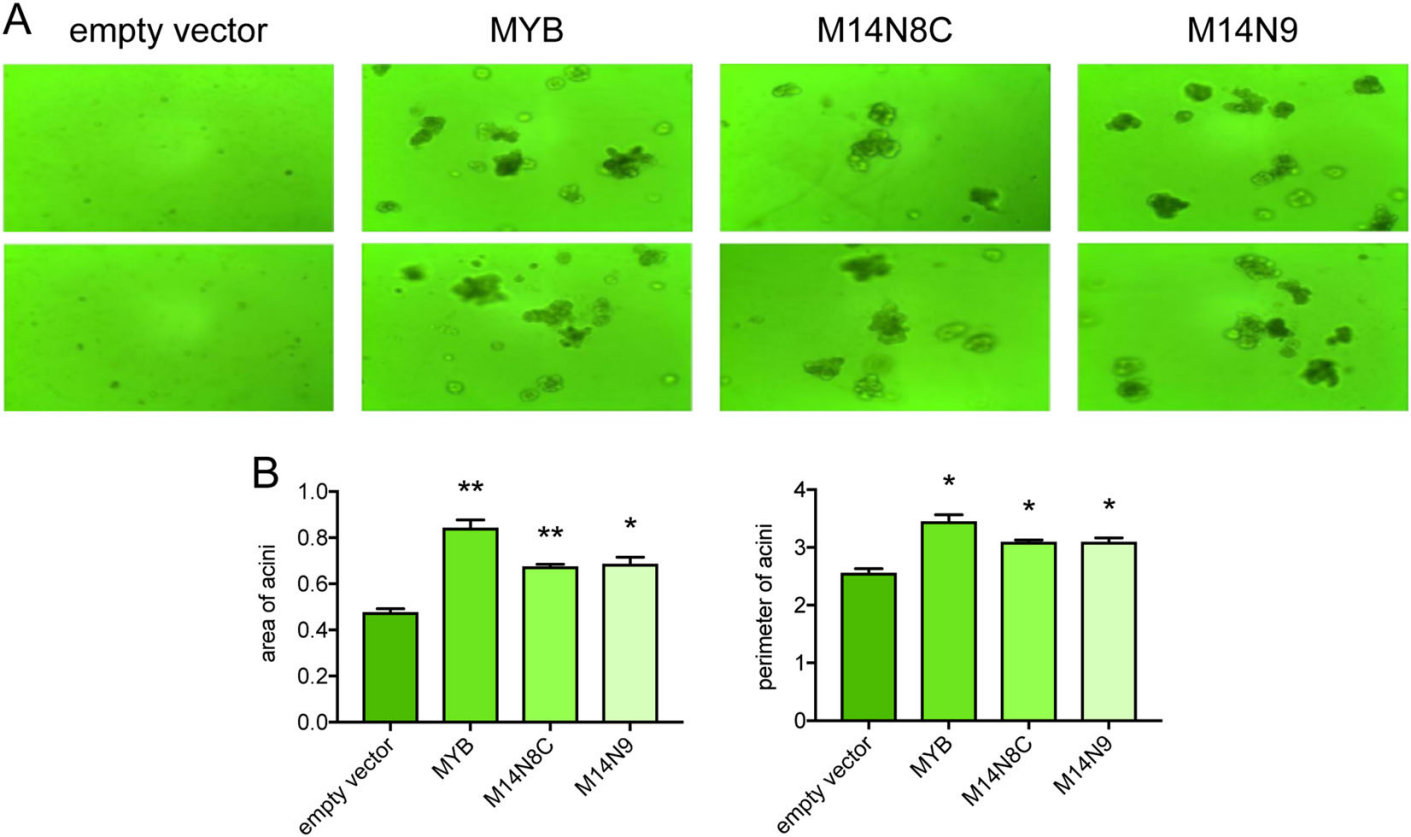
MYB and MYB-NFIB promote growth of human breast epithelial cells as organoids in three-dimensional culture. **a** Organoids formed by MYB or MYB-NFIB fusion (M14N8C and M14N9) overexpressing MCF10A cells detected by transmission microscopy after 9 days of culture in matrigel without EGF. **b** The area and perimeter of organoids were quantified as described in Materials and Methods. Error bars indicate standard error of the mean for triplicate wells (*n* = 2). Asterisks indicate statistical significance with *P < 0.05; **P < 0.01.

### MYB and MYB-NFIB activate overlapping gene sets involved in cell cycle regulation, DNA replication, and DNA repair

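MCF10A is a non-tumorigenic human breast epithelial cell line. The cells carried the empty pMSCV vector (control cells), the MYB vector (MYB cells) or a vector for M14N9, the fusion of MYB exon 14 to NFIB exon 9 (M14N9 cells). They had been selected with 800 µg/ml G418, and 200 ng RNA per sample was hybridized to Affymetrix Human Gene 1.0 ST arrays, 3 arrays for each vector. The log2 signal of MYB, the transcription factor encoded by both vectors, was 5.73 ± 0.33 (SD, n = 3) in control cells, 11.23 ± 0.34 (SD, n = 3) in MYB cells and 11.91 ± 0.05 (SD, n = 3) in M14N9 cells. This was 45.3-fold above control in MYB cells (log2 fold change 5.50, standard error 0.21, limma adjusted p = 1.65e-06) and 72.4-fold in M14N9 cells (log2 fold change 6.18, standard error 0.21, limma adjusted p = 5.13e-07). Control arrays read between 5.35 and 5.96, MYB arrays between 11.03 and 11.63 and M14N9 arrays between 11.87 and 11.96. An exact permutation test gave p = 0.1 for each vector, the smallest value that 3 against 3 arrays allow, and p = 0.0119 for both together. The log2 signal of NFIB, the transcription factor gene that supplies the end of the fusion, was 10.78 ± 0.10 in control cells, 10.73 ± 0.11 in MYB cells and 11.10 ± 0.10 in M14N9 cells (SD, n = 3 each). In M14N9 cells NFIB did not pass the test against control (adjusted p = 0.534 from limma).

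The authors had turned the scanned arrays into log2 values by RMA, with the probes of each probe set summarized and the arrays quantile normalized. The array medians lay between 5.82 and 5.99. One probe set was tested for each of 18417 genes with limma, over all 9 arrays. Neither the labels nor the methods say whether the replicates of a vector were separate cultures, so every p-value measures only the spread between these samples, which may be technical.

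Arrays numbered replicate 3 stood apart from the others in each group of cells. On the first principal component, which held 67.1% of the variance, they lay at 24.3 (control), 40.4 (MYB) and 44.6 (M14N9), while the other 6 arrays lay between -52.8 and -0.53. Since arrays with the same number deviated together, a fit with the replicate number as a block, called the replicate block, is given beside the fit without it.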

To identify target genes that promote increased proliferation of MYB and MYB-NFIB overexpressing MCF10A cells, we performed global gene expression analysis. Interestingly, there were four times more up- than downregulated genes in MYB or MYB-NFIB transduced cells, indicating that MYB is mainly a transcriptional activator. 

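AZGP1, which encodes the secreted zinc-alpha-2-glycoprotein, rose by 2.62 on the log2 scale in MYB cells (standard error 0.21, n = 3, limma adjusted p = 0.000259 with the replicate block) and by 1.39 in M14N9 cells (adjusted p = 0.00674). PRLR, the prolactin receptor gene, rose by 1.66 and 1.42 (adjusted p = 0.00425 and 0.00674). ABCC2, an efflux transporter gene, rose by 1.58 in MYB cells, and LIFR, the receptor gene for leukemia inhibitory factor, rose by 1.13 in M14N9 cells (adjusted p = 0.0101 and 0.00226). Among downregulated genes, PLCB4, a phospholipase C gene, and RBP4, the gene of the plasma retinol carrier, fell by 1.33 and 1.07 in MYB cells (adjusted p = 0.0027 and 0.00323). ST6GAL1, a sialyltransferase gene, and DHRS3, a retinaldehyde reductase gene, fell by 1.06 and 1.02 in M14N9 cells (adjusted p = 0.0112 and 0.00555), and PI3, which encodes the protease inhibitor elafin, fell by 0.80 and 0.77 in MYB and M14N9 cells (adjusted p = 0.0148 and 0.014).

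In the fit with the replicate block, 1734 genes were higher and 453 lower in MYB cells than in control cells, a ratio of 3.83, and 2231 were higher and 535 lower in M14N9 cells, a ratio of 4.17. The paper reads the excess of up- over downregulated genes as a sign that MYB is mainly a transcriptional activator. Higher genes made up 79.3% of those called in MYB cells and 80.7% in M14N9 cells. These shares were 64.9% and 65.1% after quantile normalization of the gene values, and 71.4% and 69.8% after cyclic loess. With array weights they were 49.1% and 50.7%, so higher and lower genes were called in nearly equal numbers in that fit. The counts rose in both directions there, and more for lower genes. They reached 3817 higher and 3955 lower in MYB cells and 4077 and 3964 in M14N9 cells. Over all probe sets in place of 1 per gene, the fit with the block called 1 higher and 0 lower in MYB cells and 2 and 1 in M14N9 cells, at 4124 and 3537 and at 4526 and 3575 with unadjusted p under 0.05. Among genes called with an absolute log2 fold change of at least 1, 87 were higher and 8 lower in MYB cells, and 53 were higher and 6 lower in M14N9 cells. With both vectors together against control, 2803 genes were higher and 1226 lower, a ratio of 2.29, and higher genes made up 69.6%.

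Without the replicate block limma called only MYB in each comparison, 1 gene higher and 0 lower. At unadjusted p under 0.05 it found 694 genes higher and 434 lower in MYB cells and 1040 and 396 in M14N9 cells. The methods' t-test, which they name for differences between groups in general and not for the arrays, called 0 genes in MYB cells and 0 in M14N9 cells after Benjamini-Hochberg adjustment, with 235 and 344 higher genes at unadjusted p under 0.05.

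Counts with the block rested on single arrays, given here as higher and lower genes in MYB cells and then in M14N9 cells. They were 53 and 13, then 3 and 0, without control replicate 1. They were 81 and 9, then 8 and 0, without control replicate 2, but 3241 and 1936, then 3405 and 1855, without control replicate 3. In MYB cells they were 4 and 2 without MYB replicate 1, 94 and 10 without MYB replicate 2, and 2455 and 1171 without MYB replicate 3. In M14N9 cells they were 224 and 14, 398 and 44, and 1787 and 246 without M14N9 replicates 1, 2 and 3.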

More than 50% of the upregulated genes (1370 genes) were shared between MYB and MYB-NFIB whereas only 18% (131 genes) of the downregulated genes were shared between the two MYB variants (Fig. 3a). 

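TEX30, an uncharacterized gene, CA8, a carbonic anhydrase-like gene expressed in the nervous system, and F2R, a thrombin receptor gene, were among the genes upregulated in both kinds of cells. TEX30 rose by 1.12 on the log2 scale in MYB cells (standard error 0.14, n = 3) and 1.14 in M14N9 cells, CA8 by 1.02 and 1.11 and F2R by 1.02 and 1.08 (limma adjusted p with the replicate block at most 0.00753 and 0.00674). HPD, which encodes a tyrosine-degrading dioxygenase, fell by 0.76 and 0.63 (adjusted p = 0.00801 and 0.0116). FOSB, a component of the AP-1 transcription factor, was the only gene called in opposite directions, up by 0.61 in MYB cells and down by 0.51 in M14N9 cells (adjusted p = 0.0212 and 0.0326).

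With the replicate block, 1362 of the 2603 genes upregulated in either kind of cells were shared, 52.3%, where 210 would be shared if the calls were independent. Of 839 downregulated genes 149 were shared, 17.8%, where 13.2 would be. These expected numbers leave the shared controls out. Without the block, 1 gene (MYB) was shared among higher genes and 0 among lower genes, and 343 higher and 105 lower genes shared a direction at unadjusted p under 0.05. The methods' t-test shared 0 genes after adjustment, and 70 higher and 78 lower at unadjusted p under 0.05.

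Genes called in a direction in only one of the comparisons numbered 1929, FOSB aside. Of these, 21 differed between M14N9 and MYB cells when the groups were tested against each other.

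MYB and M14N9 cells were compared with the same 3 control arrays, which alone makes their fold changes alike. Log2 fold changes of all genes correlated with r = 0.850 and had a covariance of 0.0787, against means of 0.501 and 0.0106 in 20 simulations of unchanged cells with shared controls. The same sign was seen in 85.2% of all genes, against 66.7% in the simulations. The simulated r reached at most 0.527, so joint shifts of many genes, as in replicate 3, are hardly represented there. How much of the excess such a shift of the control arrays would give was not tested. The 3 control arrays cannot be split so that each part keeps at least 2, so part of the excess in r and in this share may come from sharing them. When the MYB effect was taken from one replicate number and the M14N9 effect from another, with a lone array for each group and none in common, r was 0.311 to 0.716. The higher and lower genes shared with the block were 2 and 0, 4 and 0, and 2752 and 1159 without control replicates 1, 2 and 3. They were 4 and 1, 84 and 5, and 1790 and 433 without MYB replicates 1, 2 and 3, and 197 and 4, 343 and 12, and 1192 and 86 without M14N9 replicates 1, 2 and 3.

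**Figure D1:**
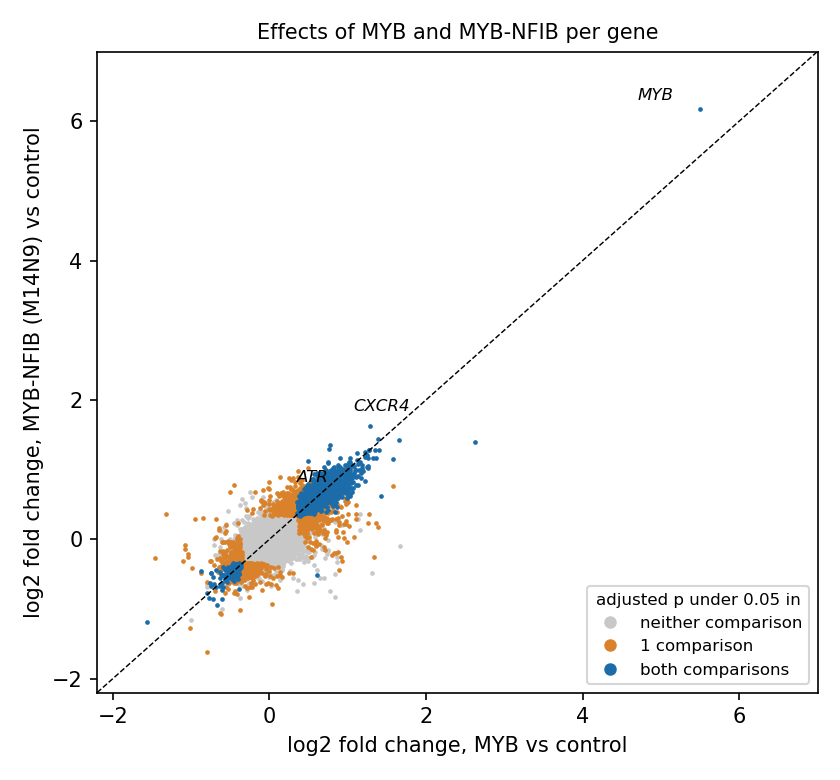
Log2 fold change of each gene in M14N9 cells against that in MYB cells, both relative to the same control arrays.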

To confirm that our models are representative of MYB-induced gene expression in ACC, we investigated the association between gene sets derived from MYB/MYB-NFIB overexpressing MCF10A cells compared with a previously published gene expression data set^16^ of MYB-positive ACC patient samples (Supplementary Fig. 2). There was a significant overlap (*P* < 0.0001) between genes upregulated by MYB/MYB-NFIB in MCF10A cells and those upregulated in MYB-positive ACC patient samples.

**Fig. 3:**
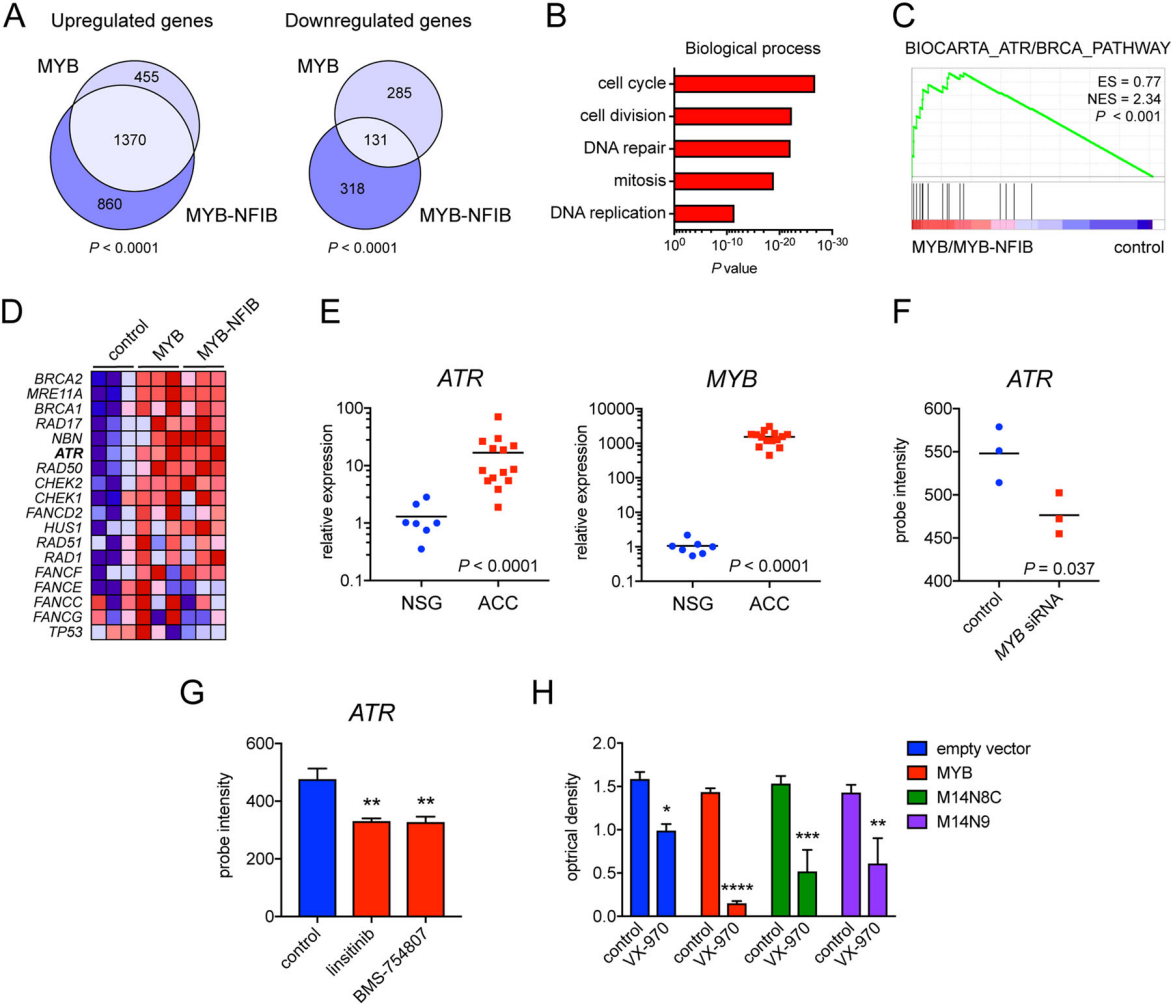
Global gene expression analysis of MYB and MYB-NFIB overexpressing human breast epithelial cells identifies activation of the ATR pathway. **a** Euler diagrams illustrating the overlap between up- and downregulated genes in MYB and MYB-NFIB overexpressing MCF10A cells compared with cells transduced with empty vectors. **b** Gene ontology analysis of genes upregulated by both MYB and MYB-NFIB in (**a**). **c** Gene set enrichment analysis of genes upregulated by both MYB and MYB-NFIB showing enrichment of the ATR/BRCA pathway. **d** Heatmap visualizing ATR pathway genes in MYB and MYB-NFIB overexpressing MCF10A cells. **e** Quantitative real-time PCR analysis of *ATR* and *MYB* expression in 14 primary ACC patient samples vs 7 normal salivary gland (NSG) tissue samples. **f** Microarray gene expression analysis of *ATR* in cultured primary ACC cells transfected with *MYB* siRNAs for 48 h. **g** Microarray gene expression analysis of *ATR* in cultured primary ACC cells treated with two different IGF1R inhibitors for 24 h. **h** Analysis of proliferation of MYB and MYB-NFIB overexpressing MCF10A cells treated with the ATR kinase inhibitor VX-970 for 24 h. Error bars indicate standard error of the mean for triplicate wells (*n* = 3). Asterisks indicate statistical significance with *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. CT – cycle threshold.

Next, gene ontology analysis showed that the main biological processes regulated by MYB and MYB-NFIB in MCF10A cells were those involved in cell cycle, cell division, DNA repair, mitosis, and DNA replication (Fig. 3b). 

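Many genes of mitosis and cell division rose in MYB and M14N9 cells. CENPE, a kinetochore motor gene, rose by 1.39 on the log2 scale in MYB cells (standard error 0.23, n = 3) and 1.44 in M14N9 cells, and KIF18A, a kinesin gene of the mitotic spindle, by 1.34 and 1.28 (limma adjusted p with the replicate block = 0.0071, 0.00691, 0.00642 and 0.00722). FBXO5, an inhibitor of the anaphase-promoting complex, rose by 1.25 and 1.03 (adjusted p = 0.00558 and 0.00791). TOP2A, which encodes the topoisomerase that untangles replicated DNA, rose by 1.03 and 0.90, and WDHD1, a replication initiation gene, by 1.08 and 0.92 (adjusted p = 0.0043, 0.00691, 0.0127 and 0.0182). CDKN2A, which encodes the cyclin-dependent kinase inhibitor p16, fell by 0.43 in M14N9 cells (adjusted p = 0.046) and did not pass the test in MYB cells (log2 fold change -0.40, adjusted p = 0.061).

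Of 51 mitosis genes tested, 40 higher and 0 lower were called in MYB cells with the replicate block (44 and 0 adjusted over the list alone), and 37 higher and 0 lower in M14N9 cells (40 and 0 adjusted over the list alone). Of 41 cell cycle control genes, 17 higher and 0 lower were called in MYB cells (23 and 3 adjusted over the list alone), and 16 higher and 1 lower in M14N9 cells (20 and 4 adjusted over the list alone). Of 53 DNA replication genes, 31 higher and 0 lower were called in MYB cells (40 and 0 adjusted over the list alone), and 17 higher and 0 lower in M14N9 cells (21 and 0 adjusted over the list alone). Without the block, limma and the methods' t-test called 0 members of these lists, and limma also 0 adjusted over the list alone. At unadjusted p under 0.05 limma found 0 mitosis genes in either kind of cells, 2 higher cell cycle control genes in MYB cells and 0 in M14N9 cells, and 2 higher DNA replication genes in each.

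The lists as wholes were tested with camera against all other genes, without the block. Mitosis genes had a median log2 fold change of 0.90 in MYB cells (adjusted p = 1.21e-11) and 0.79 in M14N9 cells (adjusted p = 4.63e-08). For DNA replication genes the medians were 0.55 and 0.32 (adjusted p = 7.22e-10 and 0.000448) and for cell cycle control genes 0.37 and 0.28 (adjusted p = 9.27e-05 and 0.0159). All of these calls were lost when the correlation between genes was measured in place of preset: adjusted p = 0.517 in MYB cells and adjusted p = 0.713 in M14N9 cells with an estimated correlation. Over 20 alternatives the adjusted p in MYB and M14N9 cells ran from 1.24e-26 to 0.517 and from 3.57e-20 to 0.713 for mitosis, from 3.09e-18 to 0.517 and from 2.78e-10 to 0.795 for DNA replication, and from 1.80e-07 to 0.517 and from 8.65e-05 to 0.754 for cell cycle control. Cell cycle control genes no longer passed camera without control replicate 2 (adjusted p = 0.0558 in MYB cells and 0.754 in M14N9 cells) and, in M14N9 cells, without M14N9 replicate 1 (0.0567) or replicate 3 (0.0802), after cyclic loess (0.292), after quantile normalization (0.105), or among genes above the median signal (0.443) or above olfactory receptor signal (0.121). DNA replication genes in M14N9 cells no longer passed among genes above the median signal (adjusted p = 0.233), without M14N9 replicate 3 (adjusted p = 0.0802) or without control replicate 2, where the direction turned (adjusted p = 0.795).

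Arrays of replicate 3 moved with these genes. Mean log2 signal of the mitosis list was 9.19 in control replicate 3 against 7.88 and 7.28 in control replicates 1 and 2, a difference of 1.61 that exceeds the group differences of 0.80 (MYB) and 0.71 (M14N9). For DNA replication the corresponding difference between control arrays was 1.08, against 0.54 and 0.34 between groups. Within each replicate number, mitosis genes were on average higher in MYB and in M14N9 cells than in control cells in all 3 pairs. DNA replication and cell cycle control genes were higher in all 3 pairs of MYB and control arrays but in 2 of 3 pairs of M14N9 and control arrays, with 8.40 against 8.44 and 8.30 against 8.33 in replicate 3.

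**Figure D2:**
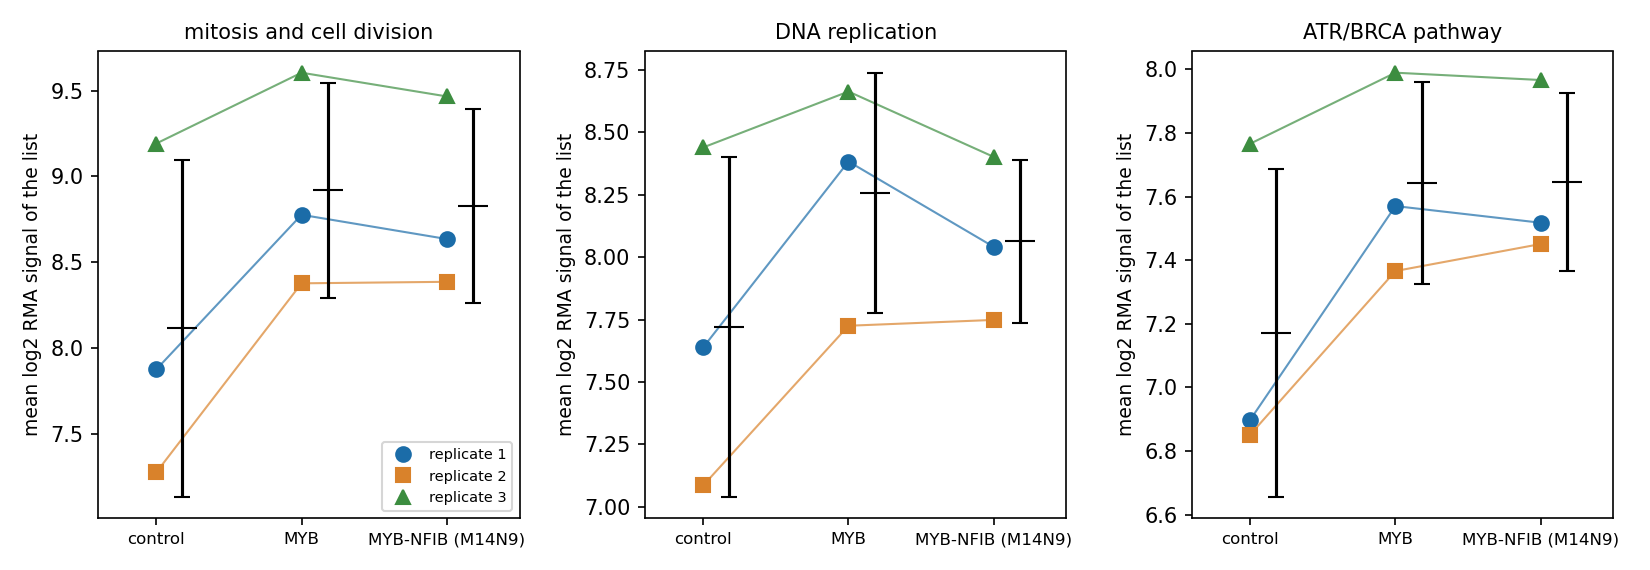
Mean log2 signal of the mitosis, DNA replication and ATR/BRCA lists on each array, with the mean and SD of each group.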

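CXCR4, the gene of the chemokine receptor for CXCL12, had a log2 signal of 5.92 ± 0.40 (SD, n = 3) in control cells, 7.21 ± 0.36 in MYB cells and 7.55 ± 0.57 in M14N9 cells, 2.44-fold and 3.10-fold above control. CDK1 (the current name of CDC2), the kinase gene that drives entry into mitosis, had a log2 signal of 7.40 ± 1.40 in control cells, 8.66 ± 0.87 in MYB cells and 8.43 ± 0.72 in M14N9 cells, 2.39-fold and 2.04-fold above control. Both genes were higher than control in all 3 pairs of equal replicate number. CCNB1, the cyclin B1 gene, was called higher in both kinds of cells, and GATA3, the gene of a luminal transcription factor, fell by 0.49 in MYB cells (standard error 0.12, limma adjusted p = 0.0298 with the replicate block).

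With the replicate block the adjusted p of CXCR4 was 0.0015 in MYB cells and 0.000225 in M14N9 cells, and that of CDK1 was 0.00743 and 0.0119. Without it, limma gave an adjusted p of 0.575 and 0.534 for CXCR4 and of 0.575 and 0.536 for CDK1. An exact permutation test of both vectors together against control gave p = 0.0119 for CXCR4 and p = 0.155 for CDK1, whose signal in control replicate 3, 8.90, was above that of replicates 1 and 2 of MYB and M14N9 cells.

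Of 12 genes tested from a list of known MYB targets, 3 higher and 1 lower were called in MYB cells with the block (3 and 1 adjusted over the list alone) and 3 higher and 0 lower in M14N9 cells (3 and 0 adjusted over the list alone). Without the block 0 were called over all genes and CXCR4 alone adjusted over the list alone in each comparison, and CXCR4 was also the only member at unadjusted p under 0.05. The methods' t-test called 0. As a whole the list did not pass camera in MYB cells (median log2 fold change 0.16, adjusted p = 0.128) or in M14N9 cells, where the median was -0.10, the mean 0.17 and the direction of the test up (adjusted p = 0.737).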

Some of the activated genes are known MYB targets (for example *BIRC3*, *CDC2*, and *CXCR4*) but most of the genes have previously not been associated with MYB (Supplementary Table 1). To validate these results we performed a multiplex analysis with a qPCR panel consisting of 27 genes upregulated by MYB or MYB-NFIB. The expression of all 27 genes was increased in MYB or MYB-NFIB expressing cells compared with control cells, thus confirming the global gene expression data (Supplementary Fig. 3).

### The ATR kinase is a downstream target of MYB and MYB-NFIB

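MRE11, RAD50 and NBN, the genes of the complex that senses DNA double-strand breaks, rose in both kinds of cells. In MYB cells their log2 fold changes were 0.89, 0.74 and 0.67 (standard errors 0.14, 0.14 and 0.15, n = 3, limma adjusted p = 0.00642, 0.0103 and 0.0172 with the replicate block). In M14N9 cells they were 0.84, 0.85 and 0.82 (adjusted p = 0.00722, 0.00691 and 0.00751). BRCA1, a homologous recombination gene, rose by 0.94 and 0.85, and RAD17, which loads the checkpoint clamp, by 0.65 and 0.77 (adjusted p = 0.0122, 0.0143, 0.0206 and 0.00987). The checkpoint kinase gene CHEK1 rose by 0.46 in MYB cells (adjusted p = 0.0408) and did not pass in M14N9 cells (0.39, adjusted p = 0.06), while CHEK2 rose by 0.43 and 0.45 (adjusted p = 0.0446 and 0.0317). HUS1, RAD1, FANCC, FANCE, FANCF and FANCG were not called in either kind of cells.

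Of 15 genes tested from the 21 listed in the BioCarta ATR/BRCA pathway, 9 higher and 0 lower were called in MYB cells with the block (9 and 0 adjusted over the list alone) and 8 higher and 0 lower in M14N9 cells (11 and 0 adjusted over the list alone). Without the block limma called 0 of them, also adjusted over the list alone, and the methods' t-test called 0. At unadjusted p under 0.05 limma found 2 and 0 higher and lower in MYB cells and 3 and 0 in M14N9 cells. As a whole the list passed camera without the block, with a median log2 fold change of 0.46 in MYB cells (adjusted p = 5.74e-05; adjusted p = 0.517 with an estimated correlation) and 0.45 in M14N9 cells (adjusted p = 0.000347; adjusted p = 0.713 with an estimated correlation), and its adjusted p ran from 1.18e-06 to 0.517 and from 6.58e-06 to 0.713 over the alternatives. The study singled this pathway out on these same samples, so its result here is not independent evidence.

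Another 16 genes around ATR and its checkpoint partners share ATR, CHEK1, HUS1, RAD1 and RAD17 with the pathway, so they are not independent of it either. With the block, 8 higher and 0 lower were called in MYB cells (10 and 0 adjusted over the list alone) and 7 higher and 0 lower in M14N9 cells (9 and 0 adjusted over the list alone). WEE1, the gene of a kinase that restrains CDK1, rose by 1.03 and 0.62, and ETAA1, an activator of ATR, by 0.69 and 0.86 (adjusted p = 0.0043, 0.0158, 0.0127 and 0.00691). Without the block 0 of them were called by limma or the methods' t-test, with 1 higher in MYB cells and 2 in M14N9 cells at unadjusted p under 0.05 in limma. Camera gave an adjusted p of 5.74e-05 and 0.000842, and an adjusted p = 0.517 and 0.713 with an estimated correlation, and in M14N9 cells the call was also lost without control replicate 2 (adjusted p = 0.0761) and among genes above the median signal (0.101). The alternatives gave 7.84e-07 to 0.517 in MYB cells and 3.62e-05 to 0.713 in M14N9 cells.

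Mean log2 signal of the ATR/BRCA list was 7.77 in control replicate 3 and 6.90 and 6.85 in the other control arrays. This difference of 0.89 exceeds the group difference of 0.47 in each kind of cells. For the genes around ATR and its checkpoint partners, the corresponding difference between control arrays was 0.90. This exceeds their group differences of 0.46 (MYB) and 0.42 (M14N9). Within each replicate number, each list was on average higher than control in all 3 pairs in MYB and in M14N9 cells.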

Gene Set Enrichment Analysis (GSEA) revealed that ATR/BRCA was the top activated pathway in MYB and MYB-NFIB overexpressing cells (Fig. 3c, d). Particularly, the *ATR* gene was significantly upregulated in these cells (Fig. 3d, Supplementary Table 1) as well as in 14 *MYB*-positive, ACC patient specimens (qPCR) and in eight ACC PDX models (RNA-seq) compared with normal salivary gland tissues (Fig. 3e, Supplementary Fig. 4). 

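ATR, the gene of the kinase that responds to stalled replication forks, had a log2 signal of 6.98 ± 0.72 (SD, n = 3) in control cells, 7.55 ± 0.52 in MYB cells and 7.59 ± 0.45 in M14N9 cells. These are 1.48-fold and 1.53-fold differences from control. ATR was higher than control in all 3 pairs of equal replicate number, by 0.92, 0.43 and 0.35 in MYB cells and by 1.01, 0.50 and 0.31 in M14N9 cells. M14N9 and MYB cells differed in ATR by 0.04.

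With the replicate block, limma called ATR higher in MYB cells (log2 fold change 0.57, standard error 0.14, adjusted p = 0.024) and in M14N9 cells (0.61, standard error 0.14, adjusted p = 0.0153). Without the block the standard error was 0.38 and ATR did not pass (adjusted p = 0.576 and 0.536). An exact permutation test of 6 against 3 arrays gave p = 0.167. Control replicate 3 read 7.78 for ATR, against 6.41 and 6.74 in control replicates 1 and 2, and against 7.33, 7.17, 7.42 and 7.25 in replicates 1 and 2 of MYB and M14N9 cells. Replicate 3 exceeded the mean of the other replicates by 1.21 in control cells, 0.88 in MYB cells and 0.76 in M14N9 cells. Without the block, leaving out single arrays gave log2 fold changes from 0.27 (without MYB replicate 3) to 0.97 (without control replicate 3) in MYB cells and from 0.33 (without control replicate 1) to 1.01 (without control replicate 3) in M14N9 cells, and ATR passed in none of these fits. Over all probe sets the call with the block was lost (adjusted p = 0.105 in MYB cells and 0.0763 in M14N9 cells). With the block the call in MYB cells was lost without control replicate 1 (0.38, adjusted p = 0.146), control replicate 2 (0.63, adjusted p = 0.0956), MYB replicate 1 (0.49, adjusted p = 0.168) or MYB replicate 2 (0.61, adjusted p = 0.0928). In M14N9 cells it was lost without control replicate 1 (0.42, adjusted p = 0.103), control replicate 2 (0.67, adjusted p = 0.0645), M14N9 replicate 1 (0.50, adjusted p = 0.109) or M14N9 replicate 2 (0.63, adjusted p = 0.0667).

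**Figure D3:**
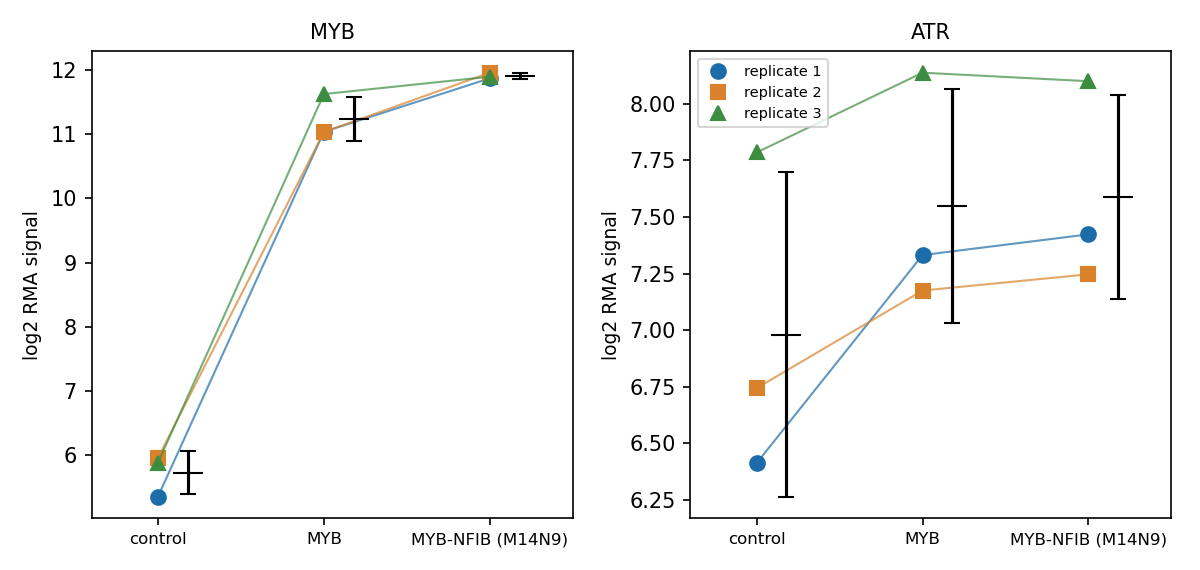
Log2 signal of MYB and ATR on each array, joined by replicate number, with the mean and SD of each group.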

Analyses of publicly available gene expression data sets confirmed co-expression of *MYB* and *ATR* also in AML, adult T-ALL, and colon carcinomas and adenomas (Supplementary Fig. 5). To investigate whether *ATR* is a downstream target of MYB-NFIB in ACC, we analyzed global gene expression data sets with siRNA knockdown of MYB-NFIB in cultured ACC cells^16^. Treatment with *MYB* siRNA caused a significant decrease in the expression of *ATR*, suggesting that MYB-NFIB regulates *ATR* expression in ACC cells (Fig. 3f). Moreover, treatment of ACC cells with the IGF1R inhibitors linsitinib or BMS-754807, both known to downregulate *MYB-NFIB* expression^16^, also caused a significant decrease in the expression of *ATR* (Fig. 3g). Online chromatin immunoprecipitation data sets further indicated that MYB binds the *ATR* promoter in human and mouse cells (Supplementary Fig. 6). Taken together, these findings strongly indicate that *ATR* is a downstream target of MYB.

To assess the biological significance of ATR in cells with MYB or MYB-NFIB overexpression, we treated transduced MCF10A cells with the ATR inhibitor VX-970. The proliferation of these cells was significantly decreased by VX-970 and they also showed an increased sensitivity to ATR inhibition compared with control cells (Fig. 3h).

### Treatment with the ATR inhibitor VX-970 induces apoptosis in cultured ACC cells and inhibits growth of ACC PDXs

Next, we investigated whether pharmacological inhibition of ATR could be a potential therapeutic strategy for ACC. Treatment of cultured MYB-NFIB positive ACC cells (ACC 1 and ACC 2) with VX-970 generated a dose-dependent decrease in proliferation and a significant increase in apoptosis (Fig. 4a, b), indicating that ATR is essential for ACC cell viability. To study whether ACCs are sensitive to ATR inhibition in vivo, we used an ACC PDX-model (ACCX20M1) with nuclear and cytoplasmic ATR expression (Fig. 4c). Treatment with VX-970 for eight weeks resulted in a significant tumor growth inhibition (Fig. 4d). Notably, one mouse even showed tumor regression (Supplementary Fig. 7). Tumor tissues from treated mice showed a decrease in phospho-ATR compared with untreated controls, which validate the on-target effect of VX-970 (Fig. 4e).

**Fig. 4:**
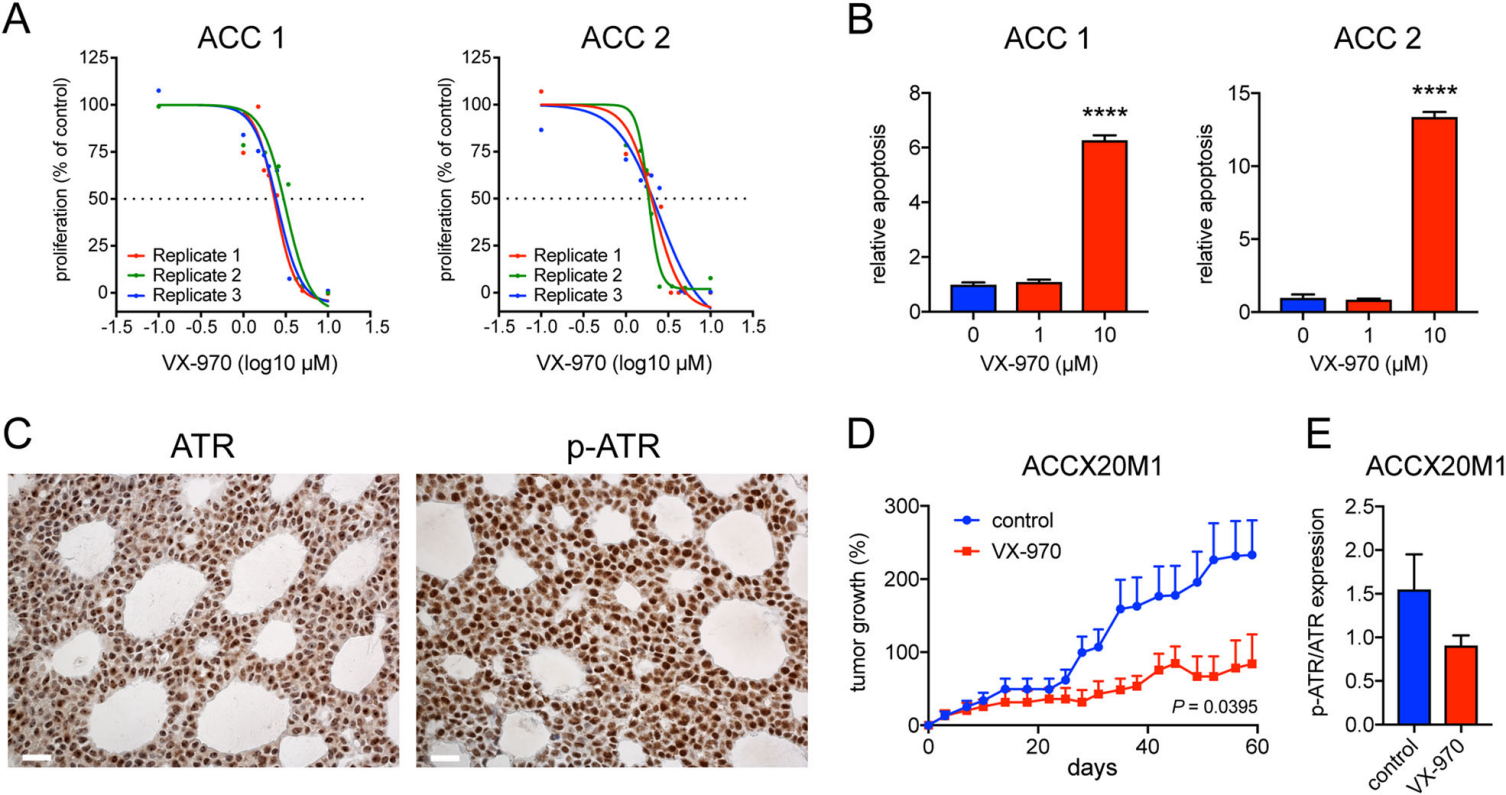
The ATR kinase inhibitor VX-970 inhibits ACC cell proliferation in vitro and ACC PDX tumor growth in vivo. **a** Dose-response curves for proliferation of short-term cultured ACC cells from two cases treated with the ATR kinase inhibitor VX-970 for 72 h. **b** Analysis of apoptosis in short-term cultured cells from two ACCs treated with VX-970 for 24 h. **c** Immunohistochemical analysis of ATR and phospho-ATR (p-ATR) expression in tissue sections from ACCX20M1 PDX tumors. **d** Tumor growth of ACC PDXs treated with oral administration of VX-970 at 60 mg/kg four times a week during 60 days (control *n* = 10; VX-970 *n* = 7). **e** Quantification of the p-ATR to ATR protein expression ratio in the VX-970 treated ACC PDXs.

## Discussion

Activation of the master transcriptional regulator MYB through chromosomal translocation, copy number gain, or enhancer hijacking is the genomic hallmark of ACC^9,10^. Thus, MYB and its downstream oncogenic effectors are putative therapeutic targets in this disease. Here, we for the first time show that overexpression of MYB and MYB-NFIB fusions have analogous cellular consequences for cell proliferation and transcriptional regulation of downstream target genes. We also identify the DNA-damage sensor kinase ATR as a MYB and MYB-NFIB downstream effector and a potential therapeutic target in ACC.

ATR is a critical component of the cellular DNA-damage response (DDR) and is activated by replication stress (RS)^9,20^. Oncogene-induced RS promotes an active DDR that leads to induction of apoptosis or senescence, which provide natural barriers against tumorigenesis^20^. In tumors with dysfunctional DDR, oncogene-induced RS instead results in genomic instability and tumor progression^21^. In the present study, we show that MYB and MYB-NFIB activate a significant number of DNA repair genes, in addition to genes involved in cell cycle control and DNA replication. These results are in accordance with data from previously published siRNA knockdown studies of *MYB-NFIB* in ACC cells^16^. It is thus likely that overexpression of MYB and MYB-NFIB leads to an oncogene-induced RS that initiates a DDR. 

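Within homologous recombination, BLM, a helicase gene, rose by 1.13 on the log2 scale in MYB cells (standard error 0.18, n = 3) and 0.91 in M14N9 cells, and RAD51AP1, a partner of the strand-exchange recombinase, by 1.09 and 0.99 (limma adjusted p with the replicate block = 0.00623, 0.00976, 0.0101 and 0.0112). The Fanconi anaemia genes FANCM and FANCI, which act on crosslinked DNA, rose by 0.88 and 0.84 in MYB cells and 0.81 and 0.49 in M14N9 cells (adjusted p = 0.0188, 0.00551, 0.02 and 0.0234). MSH3 and MSH6, which recognize mismatched bases, rose by 0.52 and 0.47, then 0.54 and 0.45 (adjusted p = 0.0192, 0.0469, 0.0135 and 0.0455). XRCC4 and DCLRE1C, which join broken ends, rose by 0.79 and 0.52, then 0.75 and 0.47 (adjusted p = 0.00984, 0.0393, 0.00932 and 0.0472). Excision repair was mixed: the nuclease gene ERCC4 rose by 0.46 and 0.55, the helicase gene ERCC2 fell by 0.43 and 0.44, and the glycosylase genes NEIL3 and MBD4 rose by 0.89 and 0.55, then 0.65 and 0.86 (adjusted p at most 0.0355).

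In all, 12 higher and 0 lower of 21 homologous recombination genes were called in MYB cells with the replicate block (17 and 0 adjusted over the list alone) and 11 higher and 0 lower in M14N9 cells (14 and 0 adjusted over the list alone). The 10 Fanconi anaemia genes gave 5 higher and 0 lower (5 and 0 adjusted over the list alone) and 4 higher and 0 lower (4 and 0 adjusted over the list alone). Of 5 mismatch repair genes 3 higher and 0 lower were called (4 and 0 adjusted over the list alone), then 3 higher and 0 lower (4 and 0 adjusted over the list alone). End joining, with 9 genes, gave 4 higher and 0 lower (4 and 0 adjusted over the list alone) and 4 higher and 0 lower (5 and 0 adjusted over the list alone). Nucleotide excision repair, with 14 genes, gave 2 higher and 1 lower (4 and 1 adjusted over the list alone) and 2 higher and 1 lower (6 and 1 adjusted over the list alone), and base excision repair, with 16 genes, 2 higher and 0 lower (2 and 0 adjusted over the list alone) and 2 higher and 0 lower (2 and 0 adjusted over the list alone).

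Camera without the block gave adjusted p = 1.54e-05 and 0.00134 for homologous recombination and 0.00496 and 0.009 for mismatch repair in MYB and M14N9 cells. The Fanconi anaemia list passed in MYB cells (adjusted p = 0.0132) and not in M14N9 cells (adjusted p = 0.0879, or 0.0218 with the block). These calls were lost at adjusted p = 0.517 in MYB cells and adjusted p = 0.713 in M14N9 cells with an estimated correlation. End joining did not pass (adjusted p = 0.078 and 0.197), except in MYB cells with the block (0.0277), without control replicate 3 (0.0475) or without MYB replicate 2 (0.034). Nucleotide excision repair did not pass either (0.0781 and 0.0879), except in MYB cells without control replicate 3 (0.0475) or MYB replicate 2 (0.034). Base excision repair did not pass (0.427 and 0.824), and in M14N9 cells the median of its genes was -0.06 though the direction of the test and the mean of 0.07 were up. Alternatives in MYB and M14N9 cells ran from 3.87e-10 to 0.517 and from 1.14e-06 to 0.713 for homologous recombination, from 0.0019 to 0.517 and from 0.00268 to 0.713 for mismatch repair, from 0.000874 to 0.517 and from 0.0176 to 0.713 for the Fanconi anaemia list, and in MYB cells from 0.0277 to 0.723 for end joining and from 0.034 to 0.758 for nucleotide excision repair. Without the block 0 members of these lists passed over all genes with limma or the methods' t-test, and MBD4 in M14N9 cells was the only one adjusted over the list alone. At unadjusted p under 0.05 limma found 2 homologous recombination genes higher in each kind of cells. In the other lists it found at most 2 higher genes and 1 lower gene. In MYB cells the Fanconi anaemia list no longer passed camera without control replicate 2 (adjusted p = 0.115), MYB replicate 1 (0.0613) or MYB replicate 3 (0.091), nor among genes above the median signal (0.366) or above olfactory receptor signal (0.08). Among genes above the median signal mismatch repair was lost in MYB cells (0.0569) and M14N9 cells (0.172), and homologous recombination in M14N9 cells (0.16). In M14N9 cells homologous recombination no longer passed without control replicate 2 (adjusted p = 0.109) or M14N9 replicate 3 (0.053), nor mismatch repair without M14N9 replicate 3 (0.0802). The Fanconi anaemia list passed without control replicate 3 (0.0231) or M14N9 replicate 2 (0.0265), or with array weights (0.0176). The mean of homologous recombination genes was 1.21 higher in control replicate 3 than in the other control arrays. This exceeds the group differences of 0.63 (MYB) and 0.51 (M14N9). The corresponding values were 0.83, 0.40 and 0.29 for the Fanconi anaemia list and 0.79, 0.42 and 0.43 for mismatch repair. Within each replicate number, each of these lists was on average higher than control in all 3 pairs in both kinds of cells.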

ACCs are inherently resistant to genotoxic stress^3,4^ and our data implies that MYB-induced upregulation of DNA repair pathways may, at least partly, be responsible for this property.

Here, we present experimental evidence that the ATR pathway is activated by MYB/MYB-NFIB in ACC through transcriptional regulation. *ATR* was significantly upregulated in non-tumorigenic breast epithelial cells overexpressing MYB or MYB-NFIB fusions as well as in MYB-positive, ACC patient samples and PDXs. Moreover, knockdown of MYB-NFIB in cultured ACC cells caused a significant decrease in *ATR* expression and there is evidence that MYB binds the *ATR* promoter in both human and mouse cells. Notably, analysis of global gene expression data sets revealed co-regulation of *MYB* and *ATR* also in other human malignancies such as for example AML, adult T-ALL, and colon carcinoma, indicating that the link between MYB and ATR is not restricted to ACC (Supplementary Fig. 5). Since cells undergoing oncogene-induced RS require an intact ATR pathway to survive^20^, we hypothesized that MYB overexpressing cells would be sensitive to ATR inhibition. Indeed, when we treated MCF10A cells overexpressing MYB or MYB-NFIB with the phase 2 ATR kinase inhibitor VX-970 these cells showed a marked decrease in cell proliferation compared with control cells. In addition, VX-970 induced a dose-dependent decrease in proliferation of cultured MYB-positive ACC cells and a significant induction of apoptosis in these cells. Treatment with VX-970 also led to significant tumor growth inhibition in ACC PDXs and even to tumor regression in one mouse. Interestingly, the PDX tumors showed both nuclear and cytoplasmic localization of ATR (Fig. 4c). This might suggest that a major function of ATR in ACC is to promote tumor cell survival, in agreement with a recent study showing a direct anti-apoptotic function of cytoplasmic ATR at the level of mitochondria^22^.

Preclinical studies have shown that ATR is essential for survival of tumor cells with defective cell cycle checkpoints or DNA repair^20^. Thus, ATR has emerged as an interesting therapeutic target and there are currently close to 40 ongoing clinical trials with ATR inhibitors in patients with various human malignancies^21^ (clinicaltrials.gov). Unfortunately, there are no available biomarkers that can identify patients who will benefit from ATR inhibition. However, the present data indicate that co-expression of *MYB* and *ATR* could be a biomarker for sensitivity to ATR inhibition. As a proof of principle, we demonstrate that ATR inhibition leads to apoptosis in MYB-positive ACC cells in vitro and growth inhibition of ACC PDX tumors in vivo. These promising results will serve as the basis for continued preclinical and clinical studies of ATR inhibitors in neoplasms with co-expression of MYB and ATR.

Depending on the mechanism of activation of *MYB* in ACC (e.g., gene fusion, copy number gain or enhancer hijacking) different isoforms of MYB are generated. 

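When M14N9 cells were compared with MYB cells directly, PLCB4, a phospholipase C gene, was 1.69 higher on the log2 scale in M14N9 cells (standard error 0.15, n = 3, limma adjusted p = 0.00173 with the replicate block), and LRCH2, a gene of a leucine-rich repeat protein, 1.23 higher (adjusted p = 0.0174). The gene of the protease TLL1 was 1.24 lower in M14N9 cells, TNFAIP3, an inhibitor of NF-kB signaling, 1.33 lower, and JAG1, a Notch ligand gene, 0.83 lower (adjusted p = 0.00225, 0.047 and 0.0206). FOSB and JUN, immediate early genes of the AP-1 factor, were 1.12 and 0.78 lower (adjusted p = 0.0174 and 0.0383), and OAS1, an interferon-induced gene, 1.04 lower (adjusted p = 0.047). The replication-dependent histone genes were lower in M14N9 cells as a group, with a median difference of -0.38 over 56 genes, although 0 of them were called singly over all genes and the call on the list was lost with an estimated correlation (adjusted p = 0.441).

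Between the groups, 11 genes were higher with the replicate block and 12 lower in M14N9 than in MYB cells. Without it limma called 0 genes, with 151 higher and 168 lower at unadjusted p under 0.05, and the methods' t-test also called 0, with 523 at unadjusted p under 0.05. The number called with the block was 0 without MYB replicate 1, and 60 higher and 190 lower without MYB replicate 3. It was 4 and 4 without control replicate 1, 4 and 3 without control replicate 2, 12 and 19 without control replicate 3, 1 and 1 without MYB replicate 2, 1 and 2 without M14N9 replicate 1, 2 and 1 without M14N9 replicate 2, and 23 and 17 without M14N9 replicate 3. PLCB4, RBP4, PDGFRL and FARP1, all higher in M14N9 than in MYB cells, were called lower than control in MYB cells and were not called in M14N9 cells.

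Camera without the block gave an adjusted p of 3.83e-17 for the histones (adjusted p = 0.441 with an estimated correlation), and 32 of the 56 were lower with the block adjusted over the list alone, against 0 over all genes. Histone genes were lower in M14N9 cells in each pair of equal replicate number, by 0.44, 0.20 and 0.50. Of 13 immediate early genes, 3 were lower with the block (6 adjusted over the list alone), and the list passed camera (median -0.34, adjusted p = 4.37e-09; adjusted p = 0.339 with an estimated correlation). The DNA replication list had a median difference of -0.21 (camera adjusted p = 7.50e-05; adjusted p = 0.973 with an estimated correlation), which was lost without M14N9 replicate 2 (adjusted p = 0.348), and its direction turned without MYB replicate 3 (adjusted p = 0.968). Interferon-stimulated genes had a median of -0.17 (camera adjusted p = 8.60e-06; adjusted p = 0.709 with an estimated correlation), which came from replicate 3: the differences within the 3 pairs were 0.00, 0.02 and -0.69, and without MYB replicate 3 the direction turned (adjusted p = 0.223). Mitosis genes did not pass without the block (median -0.09, adjusted p = 0.126) but did with it (adjusted p = 0.00306; adjusted p = 0.891 with an estimated correlation). They passed without the block when MYB replicate 1 (0.0148), MYB replicate 2 (1.61e-07) or M14N9 replicate 3 (6.69e-08) was left out. Their direction turned without MYB replicate 3 (0.00852). Over the alternatives the adjusted p ran from 1.54e-27 to 0.997 for histones, from 9.69e-13 to 0.907 for immediate early genes, from 1.52e-18 to 0.997 for DNA replication, from 2.57e-17 to 0.997 for interferon-stimulated genes and from 6.69e-08 to 0.997 for mitosis. The upper ends of these ranges came from fry, which tests a list against no change and not against other genes. ATR/BRCA genes did not differ detectably (median 0.02, adjusted p = 0.947).

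**Figure D4:**
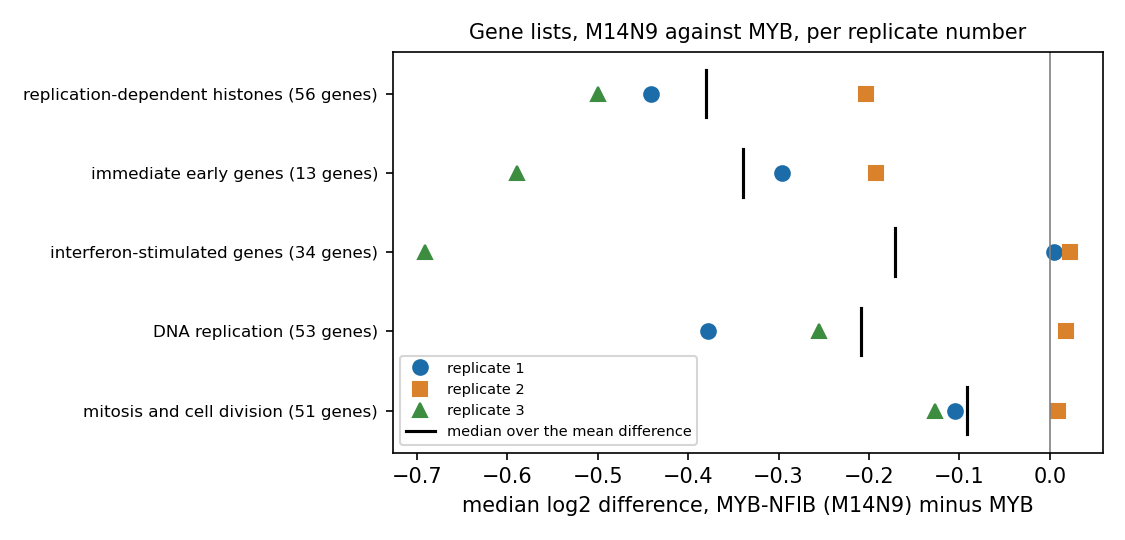
Median log2 difference between M14N9 and MYB cells of gene lists within each replicate number, and over the mean difference.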

We now show that the effects on cell proliferation and transcriptional regulation of downstream target genes are very similar irrespective of whether wild-type MYB proteins or MYB-fusion proteins are overexpressed. This is in line with a previous study showing similar gene expression signatures in wild-type MYB and MYB fusion-positive ACCs^23^. Furthermore, data from our laboratory suggests that there are no major clinical differences between ACCs with different genomic rearrangements of *MYB* (Persson et al., unpublished results). Taken together, these results indicate that wild-type and truncated MYB-fusion proteins have very similar oncogenic effects in glandular epithelial cells.

We also studied the transforming potential of the different MYB isoforms. MYB proteins promoted cell cycle progression and formed significantly larger organoids in three-dimensional cultures compared with controls. However, when injected into the flank of immunodeficient mice no tumors were detected after a latency period of 5 months, indicating that stable MYB or MYB-NFIB overexpression is not sufficient for tumor formation of MCF10A cells. Additional genetic alterations, such as for example mutations in the NOTCH or FGF-IGF-PI3K pathways or copy number losses involving 1p and/or 6q, are likely to be required for tumor formation^9,14,15^.

Preclinical studies of ACC suffer from the lack of established ACC cell lines and the pronounced difficulties to culture ACC cells, thus limiting the number of tumors available for experimental studies. Another limitation of this study is that only one ACC PDX-model was tested and that ATR inhibition did not result in tumor regression in more than one mouse. This is, however, in line with previous clinical observations that ACC is a treatment-resistant cancer^4^. Notwithstanding these limitations, our study has identified a new molecular target that could be exploited for further therapeutic opportunities in ACC patients.

In summary, we have shown that the DNA-damage sensor kinase ATR is a MYB and MYB-NFIB downstream effector and a novel therapeutic target in ACC. To our knowledge, this is the first time a MYB downstream gene has been successfully targeted in ACC. We also demonstrate that overexpression of MYB and MYB-NFIB fusions have analogous cellular and molecular consequences in glandular epithelial cells. Our studies thus identify a novel link between MYB and ATR in ACC that may have implications also for other types of neoplasms with activation of the *MYB* oncogene.

## Materials and methods

### Tumor and normal tissues

Fresh tumor tissue from 14 head and neck ACCs and 7 normal salivary gland (NSG) tissues were obtained from patient surgical specimens and total RNA was isolated as previously described^6,9,16^. The study was approved by the regional ethics committee in Gothenburg, Sweden (D-no: 178-08). The ethical committee waived the requirement for informed consent due to no or minimal risk for the patients and the use of patient material stripped of direct subject identifiers.

### Cell culture

MCF10A, a non-tumorigenic epithelial cell line responsive to epidermal growth factor (EGF), was purchased from ATCC. Cells were grown in DMEM/F12 medium (Invitrogen), supplemented with 20 ng/ml of human epidermal growth factor (hEGF), 0.5 μg/ml hydrocortisone, 100 ng/ml cholera toxin, 10 μg/ml insulin (Sigma-Aldrich), 5% horse serum (Gibco/Thermofisher), and 100 U/mL penicillin-streptomycin (Gibco, ThermoFisher Scientific), according to previously described culture conditions^24^. Phoenix-AMPHO and HEK293FT were grown in DMEM medium, supplemented with 10% FBS and 100 U/mL penicillin-streptomycin (Gibco, ThermoFisher Scientific). Human, MYB-NFIB fusion-positive ACC cells were cultured as previously described^6,16^. The ACC and MCF10A cells tested negative for mycoplasma prior to experiments.

### Plasmid construction and retroviral infection

Full-length coding sequences of *MYB* and two *MYB-NFIB* fusion variants linking *MYB* exon 14 to *NFIB* exons 8C (M14N8C) or 9 (M14N9) were cloned into the pMSCV vector using the *XhoI* site. Correct insertion of cDNAs was confirmed by Sanger sequencing. For retroviral infections, Phoenix-AMPHO cells were seeded in 10 cm dishes. The following day, cells were co-transfected using Lipofectamine 2000 reagent (Thermo Fisher) with 3.75 μg pPAX2 (gag-pol expressor), 1.5 μg pMDG.2 (VSV-G expressor), and 5 μg of empty pMSCV, *MYB*, or *MYB-NFIB* (M14N8C and M14N9) vectors and incubated with the transfection mix overnight at 32 °C. The day after, the transfection mix was replaced by medium specific for MCF10A cells. Fourty-eight hours after transfections, the medium was harvested, centrifuged at 2000 rpm for 30 min and filtered. The medium containing the virus particles was supplemented with polybrene (8 μg/ml) and used to infect MCF10A cells. Twenty-four hours after infections, the medium was replaced with fresh medium and 48 h later G418 (800 μg/ml) was added for clonal selection.

MCF10A cells transduced with control, *MYB* or *MYB-NFIB* (M14N8C and M14N9) retroviral vectors, were injected (2 × 10^6^ cells) into the flanks of female NOD SCID mice (*n* = 4 per group). Mice were observed for 5 months before being sacrificed and analyzed.

### Preparation of protein extracts and western blot analysis

Cells were harvested, centrifuged at 1000 rpm for 5 min, washed with phosphate-buffered saline (PBS), and cell pellets were resuspended in RIPA buffer (50 mM Tris-HCl Ph 7.5, 150 mM NaCl, 0.5% sodium deoxycholate, 1% IGEPAL® CA-630, 0.1% sodium dodecyl sulfate, 1 mM phenylmethanesulfonyl fluoride, cOmplete™ Protease Inhibitor Cocktail (all reagents supplied by Sigma-Aldrich). After 20 min incubation on ice, lysates were centrifuged at 13,000 rpm for 20 min to remove cell debris. Protein extracts were quantified using the Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific), according to manufacturer instructions. Protein extracts were loaded on 8% gels (SureCast™ Acrylamide Solution (40%), Invitrogen) and transferred to PVDF membranes (Fisher Scientific). Western blot analyses were performed using the following primary antibodies: c-MYB (sc-74512, Santa Cruz Biotechnology) and Actin (sc-1616, Santa Cruz Biotechnology). HRP-conjugated secondary antibodies used were anti-mouse IgG (NXA931, GE Healthcare, Fisher Scientific) and anti-rabbit IgG (NA934, GE Healthcare, Fisher Scientific). Antibody detection was performed with enhanced chemiluminescence (ECL) (Thermo Fisher Scientific).

### Proliferation and apoptosis assays

One thousand MCF10A cells were seeded per well in 96-well plates and metabolic activity was quantified using the CellTiter 96^®^ AQueous MTS Reagent kit (Promega), following manufacturer instructions. Four thousand ACC cells were seeded per well in black 96-well plates (BD) and treated the next day with different concentrations of the ATR kinase inhibitor VX-970 (also known as VE-822 or M6620; Selleck Chemicals) or DMSO as control. Cells were assayed 72 h later with the Alamar blue reagent (Thermo Fisher Scientific) according to instructions of the manufacturer. For apoptosis assays, 8000 ACC cells were seeded in white-walled 96-well plates (BD) and treated the next day with 1 or 10 μM VX-970 for 24 h. Apoptosis was assayed with the Caspase-Glo 3/7 reagent (Promega).

### Cell cycle analysis

Three million MCF10A cells were seeded in T75 flasks and cultured for 48 h with or without EGF. Cells were harvested, washed with PBS, fixed in 70% ethanol and kept at −20 °C overnight. The following day, cells were washed twice with PBS to remove ethanol, and resuspended in 1 ml of PBS containing RNaseA (100 μg/ml) and propidium Iodide (50 μg/ml) (Sigma-Aldrich). Cell cycle analysis was performed using a NovoCyte Cytometer using the NovoExpress 1.2.1 software.

### RNA isolation, cDNA synthesis, and quantitative real-time PCR (qPCR)

Total cellular RNA was extracted from MCF10A cells using the TRIzol Reagent (Thermo Fisher Scientific), and from short-term cultured ACC cells using the RNeasy Micro Kit (Qiagen), following the manufacturers’ instructions. TRIzol extracted RNA was incubated with deoxyribonuclease I (DNase I, Amp Grade; Invitrogen) at 37 °C for 1 h and reverse transcribed using a high capacity RNA-to-cDNA kit. RNeasy extracted RNA was reverse transcribed with the iScript cDNA Synthesis Kit (Bio-Rad). Expression of *MYB* and 27 MYB target genes were analyzed using custom TaqMan array plates (Supplementary Table 2) and with single TaqMan assays (Thermo Fisher Scientific) for *ATR* (Hs00354787_m1) and *MYB* (Hs00920556_m1*). *UBC* (Hs01871556_s1) was used as a reference gene.

### Three-dimensional cell cultures

Three-dimensional MCF10a cell cultures were established as previously described^25^. In brief, cells were embedded in growth factor reduced Matrigel (Corning™ Matrigel™) and seeded on Matrigel precoated slides (Merck™ Millicell™ EZ Slides, Millipore). The embedded cells were fed with medium without EGF every second day. Organoids (cell acini) were fixed with 4% paraformaldehyde for 10 min and washed twice with PBS. Area and perimeter of the organoids were estimated using the ImageJ software.

### ACC PDX drug testing

The antitumor activity of the ATR kinase inhibitor VX-970 (LC Laboratories) was studied in the ACC PDX-model, ACCX20M1^26^, at South Texas Accelerated Research Therapeutics (START) under Institutional Animal Care and Use Committee-approved guidelines. Six to eight weeks old athymic nude mice (Charles River Labs) were implanted with ACC tumor fragments. Once tumors reached 150–250 mm^3^, animals were randomized to receive control (no treatment) or VX-970 administered orally at 60 mg/kg once a day, four days a week, until study endpoint (60 days). Animals were observed daily and tumor volume and animal weight were measured twice a week using a digital caliper and scale. Tumor dimensions were converted to volume using the formula: TV (mm^3^) = width^2^ (mm) × length (mm) × 0.52. Percent tumor growth inhibition values were calculated and reported for treatment group versus control using initial and final tumor measurements.

### Analysis of ATR expression in PDX tumor tissues

Proteins from frozen ACC PDX tumors were isolated with the TissueLyzer II (QIAGEN, 85300) using 1.5 mm beads. 120 μl RIPA buffer (50 mM Tris-HCl pH 7.6, 150 mM NaCl, 1% v/v NP-40, 0.5% w/v sodium deoxycholate, 0.1% w/v SDS) plus protease (Roche, 4693159001), and phosphatase (Sigma, P5726) inhibitors were added to tumor samples, which were lysed at 30 Hz for 40 s. The homogenized tissues were centrifuged at 12,000 × *g* for 5 min at 4 °C and the protein extracts were stored at −80 °C in Laemmli buffer to a final concentration of 1X. For Western Blot analysis, 20 μg of proteins were loaded in 8% acrylamide gels, separated by electrophoresis and transferred onto nitrocellulose membranes for 2 h at 4 °C. The membranes were blocked with 5% milk in TBS containing 0.1% Tween-20 (TBS-T) and incubated overnight at 4 °C with primary antibodies against total ATR (Cell Signaling, 2790) or phospho-ATR (Thr1989) (GeneTex, 128145) diluted 1:1000 in 5% BSA in TBS-T. After washing three times for 5 min with TBS-T, the membranes were incubated with an anti-rabbit IgG-HRP antibody (Santa Cruz, sc-2313) diluted 1:10,000 in 5% BSA in TBS-T for 1 h at RT. Quantification of the Western blots was carried out using ImageJ software.

### RNA-sequencing (RNA-seq)

Ten ACC PDX tumors and six normal human salivary gland tissues were collected in RNAlater (ThermoFisher) and processed using TruSeq Stranded mRNA Library Kit (Illumina). RNA extracted from these samples was sequenced on an Illumina NovaSeq 6000 at a depth of 50 M reads. Gene expression levels were determined from RNA-seq after trimming reads for Illumina adapters with Trimmomatic 0.36, aligning reads to the hg19 genome with TopHat 2.1.1, and assigning reads to exons from the TxDb.Hsapiens.UCSC.hg19.knownGene R package with R 3.5.1. Differential gene expression between tumor and normal salivary gland samples was calculated with DESeq2 v1.20.0.

### Global gene expression analysis

Biotin allonamide triphosphate-labeled cRNA from transduced MCF10A cells was synthesized from total RNA and hybridized to Human Gene 1.0 ST gene chips (Affymetrix, Santa Clara, CA) as recommended by the manufacturer. Probe summarization and quantile normalization were carried out by Robust multiarray analysis (RMA) using the Expression Console Software v1.1.2 (Affymetrix). The microarray data are available from the Gene Expression Omnibus (GEO) database (Accession No. GSE136095). Expression of *ATR* in cultured *MYB-NFIB* positive ACC cells treated for 48 h with *MYB* siRNAs and from serum-starved ACC cells treated for 24 h with IGF1R inhibitors (linsitinib or BMS-754807) and insulin (5 μg/ml) was analyzed from previously published microarray data Accession No. GSE76094^16^. Co-expression of *MYB* and *ATR* in acute myeloid leukemia (AML), adult T-cell acute lymphoblastic leukemia (T-ALL), and colon carcinomas and adenomas was analyzed with the publicly available R2 Genomics Platform (http://r2.amc.nl).

### Immunohistochemistry

Formalin-fixed, paraffin-embedded tissue sections from tumors of the ACC PDX-model ACCX20M1 were deparaffinized, and antigen epitopes were retrieved with EnVision FLEX Target Retrieval Solution pH 9 (Agilent). Slides were rinsed and endogenous peroxidase activity was blocked with the EnVision Flex Mini Kit (Agilent). Slides were incubated overnight at 4 °C with antibodies to ATR (GTX128146) or p-ATR (S428, Abcam). Bound antibodies were detected with HRP-conjugated secondary antibodies and visualized with the EnVision FLEX DAB + Chromogen substrate. Control sections were treated identically but without primary antibodies. Stained sections were photographed with an Olympus BX45 microscope (Tokyo, Japan) equipped with a Nikon Digital Sight DS-U2 camera (Tokyo, Japan) and visualized with the NIS-Elements F 2.30 software.

### Statistical analysis

One-way ANOVA or independent samples *t*-tests were used to estimate significant differences between groups with post hoc *F* tests to confirm the assumption of equal variance. All statistical tests were two-sided. A *P* value of <0.05 was considered statistically significant. Non-linear regression of dose-response experiments was carried out in Prism 7 (Graphpad Software). Microarray data was analyzed for differentially expressed genes and gene ontologies with Nexus Expression 3.0 (BioDiscovery) using the Benjamini–Hochberg method and false discovery rate-corrected *Q* values of <0.05. Gene Set Enrichment Analysis (GSEA) and heatmap visualization were done with GSEA v3.0 (Broad Institute). Statistically significant overlap between gene sets was estimated with Chi-square tests.

## Supplementary information

Supplementary Table 1

Supplementary Table 2

Supplemental Figure legends

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

# Supplementary material for: ATR is a MYB regulated gene and potential therapeutic target in adenoid cystic carcinoma
**Source:** Oncogenesis. 2020 Jan 30;9(1):5. doi: 10.1038/s41389-020-0194-3
**Supplement:** Supplementary file 3 — Supplemental Figure legends

**Supplementary Figure 1.** **Ectopic expression of MYB and MYB-NFIB in MCF10A cells.** Western blot analysis of MCF10A cells transduced with retroviral expression vectors with MYB or MYB-NFIB fusions (N9 = M14N9, 8C = M14N8C) or empty vector (ctrl) using a MYB antibody. Proteins extracted from K562 leukaemia cells served as positive control for MYB expression. An antibody against GAPDH was used as loading control.

**Supplementary Figure 2. Gene expression profiles of MYB-infected MCF10a cell lines overlap with those detected in ACC tumours.**Euler diagrams showing overlap between gene expression profiles of MYB and M14N9 cell lines and a previously published data set (GSE88804, https://www.ncbi.nlm.nih.gov) of 13 MYB-positive ACCs versus 7 normal salivary gland tissues

**Supplementary Figure 3. Validation of global gene expression data.** Quantitative real-time PCR analyses of 27 upregulated genes in MCF10A cells expressing MYB or a MYB-NFIB fusion (M14N9). Each colored bar indicates the expression of a selected gene in transduced MCF10A cells. The dashed line indicates the expression in cells transduced with an empty vector. Data comes from two independent experiments. Error bars indicate standard error of the mean.

**Supplementary Figure 4. *ATR* is upregulated in ACC patient-derived xenograft (PDX) models.** Expression of *ATR* and *MYB* transcripts in 10 ACC PDX models compared with six normal salivary gland controls (NGS) analysed with RNA-sequencing. Nd – not detected.

**Supplementary Figure 5. *MYB* and *ATR* are co-expressed in acute myeloid leukemia, adult T-cell acute lymphoblastic leukemia, and colon carcinomas and adenomas.** Analyses of *MYB* and *ATR* expression in benign and malignant neoplasms with the publicly available R2 Genomics Platform (http://r2.amc.nl).

**Supplementary Figure 6. MYB binds the *ATR* promoter in human and mouse cells.** Chromatin immunoprecipitation analysis showing binding of MYB to the promoter region of human and mouse *ATR* genes on chromosomes 3 and 9, respectively. Data obtained with online tools available at Cistrome Data Browser (http://dc2.cistrome.org/#/).

**Supplementary Figure 7. Treatment with the ATR kinase inhibitor VX-970 can induce tumor regression in ACC PDXs.** Oral administration of VX-970 at 60 mg/kg four times a week during 60 days lead to tumor regression in one mouse in ACCX20M1 PDXs (control n=10; VX-970 n=1).

How the deposited data were processed for this re-analysis (not part of the article)

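MCF10A cells with the empty, the MYB or the M14N9 vector were measured on Affymetrix Human Gene 1.0 ST arrays, 3 arrays per vector and 9 in all. Before they deposited the values, the authors summarized probes into probe sets and quantile normalized the arrays by RMA in Expression Console 1.1.2, and the deposited unit is the log2 signal. These log2 values were used as deposited, with no further normalization. The 33297 probe sets of each array had a median between 5.82 and 5.99. Arrays carry no read depth, and dim signal limits what can be seen.

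Annotation came from the platform table. It pairs 19460 probe sets with 1 gene symbol, 1754 with several and leaves 12083 not named. The probe sets with 1 symbol stood for 18417 genes, of which 769 had more than 1 probe set, and the brightest over all 9 arrays was kept for each gene. One gene that the paper names as a MYB target is not reported here. Probe sets with several symbols or with none were left out, except where stated, because their signal belongs to no single gene.

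Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) over all 9 arrays, with Benjamini-Hochberg adjustment and a threshold of adjusted p of 0.05, as the methods name no fold threshold. The comparisons were MYB against control, M14N9 against control, both vectors together against control and M14N9 against MYB. The test, the gene lists and the alternatives, except those named as added, were fixed before the data were examined. The test has no replicate block, and the replicate block is an alternative. The replicate numbers come from the sample labels. They were taken to pair the arrays. Deviations from the group means of arrays with the same number correlated with r of 0.445 to 0.792. This is above the limit of 0.1 set for calling arrays paired. Those of other arrays of different groups correlated with r of -0.702 to 0.412, and 9 of 9 arrays correlated best with their own number. However, replicate 1 and replicate 2 arrays of different groups also passed the limit, with r of 0.289 to 0.412. The limit sets replicate 3 apart but cannot show that numbers 1 and 2 match across groups. Values with the block stand beside those without it wherever a call or a count changes. Exact permutation tests went over all arrangements of the arrays of single genes.

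Gene lists, 33 in all, were tested with camera at a preset correlation of 0.01 and an adjusted p over the lists of each comparison, with camera at an estimated correlation and fry as alternatives. Fry tests a list against no change, while camera tests it against all other genes. A fry value therefore answers another question, and the ranges and counts over the alternatives include it. They cover mitosis and cell division, cell cycle control, DNA replication, the routes of DNA repair, the ATR/BRCA pathway, the ATR checkpoint, known MYB targets, the genes of the study's qPCR panel, interferon-stimulated genes, p53 targets, differentiation and cell type markers, immediate early genes, stress, cytokines, growth factor and Notch signaling, metabolism, histones, ribosomal proteins, small nucleolar RNAs, olfactory receptors and zinc finger genes.

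Named genes are those the paper names as measured on these arrays, with NFIB, the labels of Fig. 3d and the panel of Supplementary Table 2 (values of genes in Supplementary Table 1 had been seen there), the 10 genes with the largest log2 fold change in each direction for each vector against control and the 8 for M14N9 against MYB, among called genes whose arrays do not overlap, and up to 4 members of each list. Since without the block only MYB was called, the last parts of this rule were applied to the fit with the block after that result had been seen. CCNB1 was named outside the rule after its value was seen.

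Alternatives were the replicate block, only the arrays of the groups compared, cyclic loess, centring on array medians, only genes above the median signal or above the 95 percentile of olfactory receptor signal, the mean of a gene's probe sets, all probe sets, an intensity trend in eBayes, array weights, the methods' t-test, a stricter adjusted p of 0.01, an absolute log2 fold change of at least 0.5, and leaving out each array in turn. Quantile normalization of the gene values, the same alternatives on top of the replicate block, and leaving out all arrays of a replicate number were added after the data had been seen. Without the block, array weights stopped before they converged.

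The fits were tested on simulated data. For MYB against control, with 200 of 18417 genes changed in each of 3 draws and the real replicate effects kept, limma without the block recovered 0% of log2 changes of 0.5, 41.8% of 1 and 93.9% of 2, with 0% false calls. With the block it recovered 28.4%, 86.1% and 100%, with 3.58% false calls. These values with the block were the same when no replicate effects were simulated, so the block removed the simulated effects exactly. They therefore cannot give the rate of false calls in the real arrays, where replicate effects may differ between groups. The median standard error of a log2 fold change was 0.18 without the block. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.15.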

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

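The tests of growth state, of normalization, of bright genes, of RNA capture and of S phase were chosen only after the results they bear on had been seen, and those of array contrast, gene length and the axis alone before. Results are listed because gene lists or genes differed between M14N9 and MYB cells in a direct test, or because genes that the paper does not discuss moved in both kinds of cells against control.

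The effect of the vectors ran along the difference between replicate 3 and the other arrays: across genes, the shift of M14N9 replicate 3 from the other M14N9 arrays correlated with MYB minus control at r = 0.659, and that of MYB replicate 3 with M14N9 minus control at r = 0.609. The data argue against array contrast as the whole source, since the first correlation stayed at 0.654 with the trend with mean signal removed. Contrast may still contribute. Over classes of signal, median effects in MYB cells ran from -0.18 to 0.15 and the M14N9 replicate 3 shift from -0.20 to 0.11. The data also argue against gene span as the whole source, with 0.610 after it was also removed. Transcript length was not tested. A difference in growth state between cultures stays open. The mitosis list's shift of 1.02 in M14N9 replicate 3 lay at percentile 100 of 10000 matched random lists, so these genes shifted more than matched genes. This measures the same rise of mitosis genes in replicate 3 that had been seen before the test was chosen, so it cannot decide the source. Whether the vectors did more than move the cells along this axis cannot be told apart here: with the axis removed the mitosis list still lay at percentile 100 in MYB cells, but error in the measured shift (reliability 0.689) understates the slope, which made the bound set for this test wrong. With the slope corrected, after the first value had been seen, the percentile was 98.9 in MYB cells and 33.9 in M14N9 cells.

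More genes were called higher than lower with the replicate block, at a ratio of 3.83 in MYB cells. Another quantile normalization of the gene values brought the ratio to 1.85, which is over the 1.5 set for speaking against the authors' normalization, but as the ratio dropped and this test was written after the excess was seen, the explanation is left open, a reading chosen after the value was known. After the same normalization, leaving out single arrays gave ratios from 1.08 without control replicate 3, where the counts without it were already 3241 and 1936, to 10 without control replicate 2, from 10 higher and 1 lower genes. The excess may belong to bright genes only. However, this test was first set to fail if bright genes kept a ratio over 2, was dropped, and was reworded with their ratio known. That ratio, 4.70 in MYB cells, came from a fit to genes above the median signal alone, with 1808 higher and 385 lower. In the fit to all genes, 306 genes at or below the median signal were higher and 249 lower in MYB cells (ratio 1.23). Above it 1428 were higher and 204 lower. In M14N9 cells these counts were 381 and 318 (ratio 1.20) against 1850 and 217. Median log2 fold changes in MYB cells ran from -0.18 to 0.15 over 10 classes of signal, and the shift of control replicate 3 from -0.36 to 0.28, so contrast between arrays and activation of expressed genes both stay open.

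Histone genes were lower in M14N9 than in MYB cells, with a median difference of -0.38 that was negative within each replicate number. The data argue against capture of RNAs without a poly(A) tail as the whole cause in replicates 1 and 2 only. Small nucleolar RNAs differed from the histones by 0.32 (standard error 0.12 over 3 pairs, too few for a firm reading). That gap came from replicates 1 and 2, where small nucleolar RNAs had -0.06 and 0.31 against -0.44 and -0.20 for the histones. In replicate 3 small nucleolar RNAs had -0.40 against -0.50, so capture stays open there. The data also argue against array contrast, since the histones lay at percentile 0 of matched random lists with the trend with mean signal removed. Fewer M14N9 cells in S phase could lower histone RNA, and DNA replication genes had a median difference of -0.21, but in replicate 2 theirs was 0.02 while that of the histones was -0.20, so this stays open. No call on histones holds with an estimated correlation (adjusted p = 0.441).

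Other lists that differed between M14N9 and MYB cells in camera are given with the median log2 difference and the range of adjusted p over the alternatives. The upper end of each range came from fry, which tests a list against no change and not against other genes. Immediate early genes had -0.34 (adjusted p = 4.37e-09, 9.69e-13 to 0.907), lost with an estimated correlation (0.339). Cell cycle control genes had -0.0518 (adjusted p = 0.0445, 1.91e-06 to 0.997, 0.973 with an estimated correlation), lost in 11 of 20 alternatives, among them without MYB replicate 1 (0.164), MYB replicate 3 (0.937), M14N9 replicate 1 (0.0996) and M14N9 replicate 2 (0.554). DNA replication genes had -0.21 (adjusted p = 7.50e-05, 1.52e-18 to 0.997, 0.973 with an estimated correlation), lost without M14N9 replicate 2 (0.348) and turned without MYB replicate 3 (0.968). Interferon-stimulated genes had -0.17 (adjusted p = 8.60e-06, 2.57e-17 to 0.997, 0.709 with an estimated correlation), turned without MYB replicate 3 (0.223). Squamous differentiation genes had -0.18 (adjusted p = 0.000295, 1.31e-10 to 0.997, 0.629 with an estimated correlation), lost without MYB replicate 2 (0.366). Basal and myoepithelial markers had -0.13 (adjusted p = 0.013, 0.00157 to 0.907, 0.339 with an estimated correlation), lost in 5 of 20 alternatives, among them without MYB replicate 2 (0.143) or M14N9 replicate 1 (0.391). Inflammatory cytokines had -0.13 (adjusted p = 2.39e-05, 2.30e-11 to 0.997, 0.458 with an estimated correlation), lost without M14N9 replicate 3 (0.0573). EGFR ligands and feedback genes had -0.0703 (adjusted p = 0.0407, 0.00272 to 0.907, 0.339 with an estimated correlation), lost in 10 of 20 alternatives, among them without MYB replicate 1 (0.207), MYB replicate 3 (0.117), M14N9 replicate 1 (0.0996) or M14N9 replicate 3 (0.121). The Notch pathway had -0.0326 (adjusted p = 0.0485, 0.00954 to 0.907, 0.339 with an estimated correlation), lost in 14 of 20 alternatives, among them without control replicates 1, 2 and 3 (0.0565, 0.0505 and 0.072), MYB replicate 2 (0.315), MYB replicate 3 (0.0558) or M14N9 replicate 1 (0.349). Glycolysis and hypoxia genes had -0.0857 (adjusted p = 0.00728, 0.00107 to 0.619, 0.339 with an estimated correlation), lost without MYB replicate 1 (0.0503) or MYB replicate 3 (0.0558). With the replicate block 23 genes differed between M14N9 and MYB cells.

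Lists that the paper does not discuss and that passed camera in the same direction in MYB and in M14N9 cells are given next for both vectors together against control, and each call was lost with an estimated correlation (adjusted p = 0.571). Ribosomal protein genes had a median log2 fold change of 0.12 (adjusted p = 8.96e-05, 1.36e-06 to 0.571 over the alternatives), lost after cyclic loess (0.053), with 5 higher and 2 lower with the block (2 and 0 adjusted over the list alone). Small nucleolar RNAs: -0.28 (adjusted p = 5.67e-07, 8.48e-20 to 0.571 over the alternatives), 1 higher and 32 lower (1 and 29 adjusted over the list alone). Olfactory receptors, silent in breast epithelium: -0.10 (adjusted p = 0.000223, 2.50e-05 to 0.697 over the alternatives), lost after cyclic loess (0.564) and quantile normalization (0.697), 0 higher and 18 lower (0 and 0 adjusted over the list alone). Zinc finger genes: 0.11 (adjusted p = 0.000828, 2.83e-05 to 0.689 over the alternatives), lost among genes above the median signal (0.689), 116 higher and 16 lower (124 and 22 adjusted over the list alone). Targets of p53: 0.15 (adjusted p = 0.00784, 0.000628 to 0.571 over the alternatives), 8 higher and 1 lower (8 and 1 adjusted over the list alone). The p53 call was lost in 7 of 20 alternatives, among them after cyclic loess (0.235), after quantile normalization (0.127) and without control replicate 3 (0.0635). Leukocyte markers: -0.19 (adjusted p = 0.0134, 0.0101 to 0.571 over the alternatives), 0 higher and 1 lower (0 and 0 adjusted over the list alone). The leukocyte call was lost in 6 of 20 alternatives, among them after cyclic loess (0.0835), after quantile normalization (0.062) and without control replicate 2 (0.064).

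Other splits of the arrays were counted without the replicate block. For MYB against control, 1 of 10 splits of 3 against 3 called as many genes (1 gene, highest other 0), for M14N9 against control 1 of 10 (1 gene, highest other 0) and for M14N9 against MYB 10 of 10 (0 genes, highest other 0), and these splits are too few for a share under 0.05. For both vectors against control, 4 of 84 splits called as many genes as the real one, which called 1, but this says nothing of chance, since the real count is MYB alone and 3 other splits called many more: the replicate 3 arrays of all groups against the rest (5574), control replicates 1 and 2 with M14N9 replicate 1 (4865) and control replicates 1 and 2 with MYB replicate 2 (1270). This points to a structure of the samples, and these splits do not keep the pairing by replicate number. With the replicate block, 1 of 27 choices of an array per replicate number called as many (4021 genes, highest other 3). This is the smallest share that 27 choices allow, so chance is made less likely there but is not excluded. Within the 4 ways to swap members of the pairs, the real split called 2187 (highest other 2) for MYB, 2766 (highest other 0) for M14N9 and 23 (highest other 0) for M14N9 against MYB, and these ways are too few for a share under 0.05.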

How the results depend on the processing

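Quantile normalization of the gene values, the alternatives run on top of the replicate block and the removal of all arrays of a replicate number were chosen only after the data had been seen. In the fit without the block only MYB was called in each vector against control, and the same counts came from only the arrays of the groups compared, cyclic loess, centred medians, both filters on dim genes, the mean of probe sets, all probe sets, an intensity trend, a stricter threshold, a fold threshold and quantile normalization. The methods' t-test called 0 genes higher for MYB and 0 for M14N9, with 0 shared, at 235 and 344 higher genes at unadjusted p under 0.05. Array weights, whose estimation stopped before it converged (weights from 0.115 to 22.4), called 4280 higher and 5202 lower for MYB, 6208 and 8661 for M14N9, 13427 for both, 721 for M14N9 against MYB, and 3895 and 4765 shared. The cause was not tested.

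The replicate block takes arrays with the same number as paired. It called 1734 higher and 453 lower genes for MYB, 2231 and 535 for M14N9, and 4029 for both. It called 23 for M14N9 against MYB, and 1362 and 149 shared. By its construction it removes the shift of the replicate 3 arrays from the spread. For both vectors against control it changed no call on the 5 lists given at the end. Other list calls it changed stand with their results, or are leukocyte markers in MYB cells (0.0272 to 0.0526), histones in MYB cells (0.0757 to 0.0242), p53 targets in M14N9 cells (0.0153 to 0.0564), end joining (0.107 to 0.0449) and immediate early genes (0.0808 to 0.0445) for both vectors. For M14N9 against MYB they are mitosis (0.126 to 0.00306), homologous recombination (0.108 to 0.00513), the qPCR panel (0.33 to 0.0308), cholesterol synthesis (0.109 to 0.046) and small nucleolar RNAs (0.108 to 0.0489).

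On top of the block, only the arrays compared gave 217 lower genes for MYB, 5 genes for M14N9 against MYB and 83 shared lower. Cyclic loess gave 842 lower for M14N9 and 310 shared lower, and quantile normalization 711 lower for MYB, 939 lower for M14N9, 8 for M14N9 against MYB and 341 shared lower. Genes above the median signal gave 14 for M14N9 against MYB. All probe sets gave 1 higher and 0 lower for MYB, 2 and 1 for M14N9, 1415 for both, 0 for M14N9 against MYB, and 1 and 0 shared. Array weights, from 0.24 to 6.12, gave 3817 and 3955, 4077 and 3964, 9569, 257, and 3194 and 2615 shared. An adjusted p under 0.01 left 234 and 20, 447 and 13, 1154, 2, and 147 and 3 shared, as a stricter threshold must. A log2 fold change of at least 0.5 left 114 lower for MYB, 1460 and 137 for M14N9, 1393 for both, and 876 and 29 shared. Centred medians, the olfactory receptor filter, the mean of probe sets and an intensity trend moved no count by over 1.5 times. Of 233 calls on named genes with the block, 207 stayed after cyclic loess, 206 after quantile normalization and 3 with all probe sets. Without control replicates 1, 2 and 3, 29, 40 and 229 stayed. Without MYB replicates 1, 2 and 3 it was 101, 116 and 230, and without M14N9 replicates 1, 2 and 3 it was 137, 150 and 213. Without all arrays of replicates 1, 2 and 3, 3, 9 and 229 stayed. In no setting was a call reversed.

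Leaving out single arrays without the block gave 1 to 3 higher and 0 to 0 lower genes for MYB, 1 to 1133 and 0 to 191 for M14N9 (highest without control replicate 3), 1 to 3578 for both, 0 to 8 for M14N9 against MYB, and 1 to 2 and 0 to 0 shared. With the block, removal of single arrays or of a replicate number gave 1 to 3599 and 0 to 2465 for MYB, 2 to 3469 and 0 to 1879 for M14N9, 2 to 7233 for both, 0 to 313 for M14N9 against MYB, and 1 to 2814 and 0 to 1184 shared, with the highest values without the arrays of replicate 3.

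The log2 fold change of ATR stayed above 0 throughout. It was 0.27 to 0.97 for MYB and 0.33 to 1.01 for M14N9 when single arrays were left out, and 0.38 to 0.70 and 0.42 to 0.74 with the block. Leaving out all arrays of a replicate number with the block gave 0.39 to 0.68 for MYB and 0.41 to 0.76 for M14N9. It was called with array weights (0.63, adjusted p = 0.00774, and 0.52, adjusted p = 2.87e-05) and with the block (0.57, adjusted p = 0.0240, and 0.61, adjusted p = 0.0153), and not with the block over all probe sets (0.57, adjusted p = 0.105, and 0.61, adjusted p = 0.0763). Under array weights FANCC in M14N9 cells (0.40) and SNORD116-13 in M14N9 cells (0.21) turned above 0.

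For both vectors against control, camera with an estimated correlation gave adjusted p = 0.571 for mitosis, cell cycle control, DNA replication, homologous recombination and ATR/BRCA. Fry, which tests a list against no change and not against other genes, gave 0.469, except DNA replication with 0.513. Cell cycle control was also lost after cyclic loess (0.0513) and among genes above the median signal (0.151), and homologous recombination among the latter (0.0551). Leaving out single arrays gave 1.59e-14 to 0.0032 for mitosis, 4.00e-05 to 0.233 for cell cycle control, 1.67e-11 to 0.233 for DNA replication, 4.51e-06 to 0.0141 for homologous recombination and 1.03e-05 to 0.00497 for ATR/BRCA, each highest without control replicate 2. Directions turned for DNA replication in M14N9 cells without control replicate 2 (0.795, with 7.64e-08 as the lowest, without control replicate 3), for histones in M14N9 cells (0.463) and in both (0.00286) with array weights and in both without control replicate 1 (0.0057, where leaving out single arrays gave 7.28e-06 to 0.997). For M14N9 against MYB they turned for interferon-stimulated genes with array weights (0.622), for mitosis (0.00852), DNA replication (0.968), the qPCR panel (0.0159) and interferon-stimulated genes (0.223) without MYB replicate 3, and for oxidative phosphorylation (0.000354) without M14N9 replicate 3. Leaving out single arrays gave, for M14N9 against MYB, 6.69e-08 to 0.994 for mitosis, 1.52e-18 to 0.968 for DNA replication, 3.80e-05 to 0.945 for the qPCR panel, 2.57e-17 to 0.223 for interferon-stimulated genes and 0.000354 to 0.904 for oxidative phosphorylation. Dim genes limit all of these results: at or below the median signal a log2 value holds more background.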

Differences from the paper's values

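All alternatives named in this part, except the last named for the counts, were set before the data were examined. At the paper's threshold, an adjusted p of 0.05 with no fold threshold, limma without the replicate block called 1 gene as shared and upregulated where the paper gives 1370, and 0 as shared and downregulated where the paper gives 131. For MYB it called 1 gene upregulated (paper: about 1800 in Fig. 3a, read by eye) and 0 downregulated (paper: about 420 in Fig. 3a, read by eye). For M14N9 it called 1 gene upregulated (paper: about 2200 in Fig. 3a, read by eye) and 0 downregulated (paper: about 450 in Fig. 3a, read by eye). With the replicate block none of the 6 counts differed by more than 1.5 times: 1362 and 149 shared, 1734 and 453 for MYB, and 2231 and 535 for M14N9. All other alternatives differed for all 6 counts. Array weights gave 3895 and 4765 shared, 4280 and 5202 for MYB and 6208 and 8661 for M14N9, the methods' t-test gave 0 throughout, and the rest gave the counts without the block, apart from leaving out single arrays, which gave 1 to 3 upregulated genes for MYB, 1 to 1133 and 0 to 191 for M14N9, and 1 to 2 shared and upregulated. The paper counts probe sets and these counts are of genes. Over all probe sets, an alternative added to the fit with the replicate block after the data had been seen, that fit gave 1 and 0 shared, 1 and 0 for MYB and 2 and 1 for M14N9, and each of these differs from the paper's count by more than 1.5 times.

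The paper's Supplementary Table 1 lists 1501 probe sets, 1370 higher and 131 lower, and all 1501 were found. Its log ratios match the log2 fold changes from the arrays after a linear change of scale, with a slope of 0.909 and an offset of 0.00875 for MYB and 0.00281 for M14N9 (largest residual 8.09e-05), and 0 differ in sign. On that scale 0 of 85 named genes differ. Of the 1231 upregulated entries that stand for a tested gene, 1051 were also called shared and upregulated with the replicate block, and of 115 downregulated entries 61.

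The paper states that ATR was significantly upregulated, and limma without the block did not call it (adjusted p = 0.576 in MYB cells and 0.536 in M14N9 cells), while the fit with the replicate block and that with array weights did. The paper ranks ATR/BRCA as the top activated pathway by GSEA. Among the 33 lists tested here, which are not the gene sets of that analysis, camera for both vectors against control gave a smaller adjusted p for mitosis and cell division (1.14e-10), the qPCR panel (8.46e-10) and DNA replication (5.42e-07) than for ATR/BRCA (7.33e-05). With an estimated correlation all 4 of these lists had adjusted p = 0.571, so this order holds only at the preset correlation. The adjusted p also depends on list size, 51, 27 and 53 genes against 15 for ATR/BRCA, so it gives no order by effect. Median log2 fold changes were 0.82 for mitosis, 0.82 for the panel and 0.44 for DNA replication, against 0.44 for ATR/BRCA. The study picked the panel from these same arrays. The order therefore does not test the rank that the paper gives.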

Other observations

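The lists were fixed beforehand, and which of them to describe at length was chosen only after their results were seen. The 27 genes of the study's qPCR panel (Supplementary Table 2), which are mostly genes of mitosis and DNA replication, were all above control in MYB and in M14N9 cells. TTK, a spindle checkpoint kinase gene, rose by 1.36 on the log2 scale in MYB cells (standard error 0.19, n = 3) and 1.17 in M14N9 cells, KIF15, a spindle kinesin gene, by 1.32 and 1.17, and MYBL1, a relative of MYB, by 0.84 and 0.79 (limma adjusted p with the replicate block = 0.0043, 0.00691, 0.00642, 0.00777, 0.0166 and 0.0167). With the block 25 higher and 0 lower were called in MYB cells (27 and 0 adjusted over the list alone) and 23 higher and 0 lower in M14N9 cells (27 and 0 adjusted over the list alone), and the mitochondrial import gene TIMM17A was not called in either (0.43, adjusted p = 0.0953, and 0.43, adjusted p = 0.0904). Camera without the block gave medians of 0.94 and 0.79 (adjusted p = 2.96e-10 and 6.73e-08, and adjusted p = 0.517 and 0.713 with an estimated correlation), with 7.67e-21 to 0.517 and 3.15e-17 to 0.713 over the alternatives. The mean of the panel was 1.75 higher in control replicate 3 than in the other control arrays. This exceeds the group differences of 0.93 (MYB) and 0.83 (M14N9). Within each replicate number, the panel genes were on average higher than control in all 3 pairs in both kinds of cells. The study picked these genes from the same arrays, so they are not independent evidence.

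Some interferon-stimulated genes rose in MYB cells. RIGI, a sensor of viral RNA, rose by 1.02 and 1.01 in MYB and M14N9 cells, and SAMD9, an antiviral gene, by 1.13 and 0.78 (adjusted p with the block = 0.0391, 0.0355, 0.0043 and 0.0114). Of 34 genes 11 higher and 1 lower were called in MYB cells (15 and 1 adjusted over the list alone) and 7 higher and 1 lower in M14N9 cells (8 and 1 adjusted over the list alone), with medians of 0.45 and 0.12 (camera adjusted p = 9.28e-06 and 0.0997). The call in MYB cells was lost in 5 of 20 alternatives, which ran from 2.01e-10 to 0.517. These losses include that without MYB replicate 3 (0.192) and that with an estimated correlation (adjusted p = 0.517). The mean over the list was 7.37 in MYB replicate 3 against 6.32 and 6.45 in MYB replicates 1 and 2. Of 28 genes of squamous differentiation 0 were above control in M14N9 cells, though most were not called: KRT13, a keratin gene of stratified epithelium, fell by 1.62 (adjusted p = 0.00919), and 0 higher and 3 lower were called (0 and 3 adjusted over the list alone). Camera gave a median of -0.22 (adjusted p = 0.000448; adjusted p = 0.713 with an estimated correlation; 5.67e-06 to 0.713 over the alternatives), against -0.15 (adjusted p = 0.169, passed without MYB replicate 2 with 0.00731) in MYB cells. For both vectors together against control these 2 lists also passed. Interferon-stimulated genes had a median of 0.33 (adjusted p = 0.00138; adjusted p = 0.604 with an estimated correlation; 1.60e-05 to 0.604 over the alternatives), lost without MYB replicate 3 (0.0825), among genes above the median signal (0.375) and with array weights (0.138). Squamous differentiation genes had -0.17 (adjusted p = 0.00796; adjusted p = 0.571 with an estimated correlation; 0.000709 to 0.571 over the alternatives). This was lost after cyclic loess (0.225), after quantile normalization (0.109), among genes above the median signal (0.389), with array weights (0.207) and without control replicate 3 (0.0672) or MYB replicate 3 (0.106). Immediate early genes were lower in M14N9 cells (median -0.43, adjusted p = 0.000448; adjusted p = 0.713 with an estimated correlation; 2.91e-05 to 0.713 over the alternatives) and did not pass in MYB cells (0.04, adjusted p = 0.821), and EGR4 fell by 0.49 and 0.54 (adjusted p = 0.0432 and 0.0256).

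Among p53 targets, RRM2B, a ribonucleotide reductase gene, rose by 0.62 and 0.71 and the death receptor gene FAS by 0.62 and 0.56 (adjusted p with the block at most 0.0485). For both vectors against control the next lists did not pass camera without the block. Each is given with its median log2 fold change, its genes called with the block and the log2 fold change of single genes, with the adjusted p of the block. Luminal markers: -0.13 (adjusted p = 0.434), 2 higher and 2 lower (2 and 3 adjusted over the list alone), EPCAM 0.67 (adjusted p = 0.00278) and KRT8 -0.36 (adjusted p = 0.0281). Fibroblast and mesenchymal markers: 0.10 (adjusted p = 0.734), 4 higher and 1 lower (6 and 1 adjusted over the list alone), ZEB1 0.74 (adjusted p = 0.00213) and THY1 -0.30 (adjusted p = 0.0484). Stress response: 0.01 (adjusted p = 0.434), 3 higher and 1 lower (3 and 2 adjusted over the list alone), HSPH1 0.71 (adjusted p = 0.00282) and HSP90AA1 0.60 (adjusted p = 0.00857). Cholesterol synthesis: 0.05 (adjusted p = 0.237), 2 higher and 0 lower (1 and 0 adjusted over the list alone), IDI1 0.48 (adjusted p = 0.0199). Oxidative phosphorylation: 0.04 (adjusted p = 0.0974), 5 higher and 1 lower (1 and 0 adjusted over the list alone), NDUFB6 0.49 (adjusted p = 0.00828) and COX7A1 -0.36 (adjusted p = 0.03). Basal and myoepithelial markers: 0.03 (adjusted p = 0.588), 3 higher and 0 lower (3 and 1 adjusted over the list alone), ITGA6 0.60 (adjusted p = 0.0209). Inflammatory cytokines: 0.02 (adjusted p = 0.734), 0 higher and 1 lower (0 and 1 adjusted over the list alone), CSF3 -0.55 (adjusted p = 0.00358). EGFR ligands and feedback: -0.03 (adjusted p = 0.908), 2 higher and 0 lower (2 and 0 adjusted over the list alone), IGF1R 0.42 (adjusted p = 0.0203). Notch pathway: -0.09 (adjusted p = 0.96), 2 higher and 0 lower (2 and 0 adjusted over the list alone), JAG1 0.60 (adjusted p = 0.0029). This JAG1 value is a mean of unlike values, since JAG1 was called lower in M14N9 than in MYB cells. Glycolysis and hypoxia: -0.03 (adjusted p = 0.96), 0 higher and 2 lower (0 and 1 adjusted over the list alone), NDRG1 -0.38 (adjusted p = 0.0168). Histones: -0.06 (adjusted p = 0.585), 0 higher and 1 lower (0 and 0 adjusted over the list alone), H2BC13 -0.36 (adjusted p = 0.0412). This histone median averages opposite signs. Without the block it was 0.12 in MYB cells (camera adjusted p = 0.0757) and -0.22 in M14N9 cells (camera adjusted p = 0.00192). The call in M14N9 cells was lost with an estimated correlation (adjusted p = 0.713), and leaving out single arrays gave up to 0.533.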
